# Maternal emulsifier consumption programs offspring metabolic and neuropsychological health in mice

**DOI:** 10.1371/journal.pbio.3002171

**Published:** 2023-08-24

**Authors:** Maria Milà-Guasch, Sara Ramírez, Sergio R. Llana, Júlia Fos-Domènech, Lea Maria Dropmann, Macarena Pozo, Elena Eyre, Alicia G. Gómez-Valadés, Arnaud Obri, Roberta Haddad-Tóvolli, Marc Claret

## Abstract

Modern lifestyle is associated with a major consumption of ultra–processed foods (UPF) due to their practicality and palatability. The ingestion of emulsifiers, a main additive in UPFs, has been related to gut inflammation, microbiota dysbiosis, adiposity, and obesity. Maternal unbalanced nutritional habits during embryonic and perinatal stages perturb offspring’s long–term metabolic health, thus increasing obesity and associated comorbidity risk. However, whether maternal emulsifier consumption influences developmental programming in the offspring remains unknown. Here, we show that, in mice, maternal consumption of dietary emulsifiers (1% carboxymethyl cellulose (CMC) and 1% P80 in drinking water), during gestation and lactation, perturbs the development of hypothalamic energy balance regulation centers of the progeny, leads to metabolic impairments, cognition deficits, and induces anxiety–like traits in a sex–specific manner. Our findings support the notion that maternal consumption of emulsifiers, common additives of UPFs, causes mild metabolic and neuropsychological malprogramming in the progeny. Our data call for nutritional advice during gestation.

## Abstract 2

Maternal consumption of emulsifiers present in ultra-processed food items has been linked to altered gut function and metabolism in their progeny. This study reveals that maternal emulsifier consumption during gestation and lactation lead to metabolic, cognitive and psychological malprogramming in the offspring.

## Introduction

Modern lifestyle promotes the disproportionate consumption of sugar and saturated fats together with a sedentary life, leading to the development of obesity (and its associated comorbidities), which has reached pandemic proportions [1]. In recent years, the so-called ultra-processed foods (UPFs) have become remarkably popular in the market due to their convenience and palatability. As defined by the NOVA classification, UPFs are industrial formulations with little or no whole food, poor nutritional quality, high glycemic load, low dietary fibers, and substantial amounts of additives (colorants, flavorings, sweeteners, thickeners, emulsifiers, etc.) [2]. Importantly, scientific evidence has associated UPF consumption with the development of obesity, type 2 diabetes (T2D), cardiovascular disease, cancer, depression, and gastrointestinal disorders [3–6].

Emulsifiers, one of the most common UPF additives, are used as stabilizers to form or maintain a homogenous mixture of 2 or more immiscible phases. They can be found in numerous UPF items, including margarines, mayonnaise, salad dressings, bread, ice creams, cake mixes, fruit juices, snacks, instant soups, and noodles among many others. The Food and Agriculture Organization/World Health Organization (FAO/WHO) allows the addition of emulsifiers up to 1%. Among the most used emulsifiers, sodium carboxymethyl cellulose (CMC), and polysorbate 80 (P80) have been extensively added to UPFs for over 30 years. Alarmingly, recent studies indicated that emulsifier consumption causes gut microbiota dysbiosis, intestinal inflammation and cancer, metabolic syndrome, and obesity [7–12].

Epidemiological and experimental evidence show that a perturbed environment during early life results in developmental adaptations that predispose the offspring to health disturbances in adulthood in both humans and rodents (“The Developmental Origins of Health and Disease” (DOHaD)) [13–16]. In this context, maternal dietary insults during gestation and lactation interfere with the programming of multiple neurocircuits [17–22], thus contributing to the development of diverse metabolic and neuropsychological disorders [23–25]. Indeed, it is worth noting that such pre- and perinatal nutritional challenges compromise the adequate development of hypothalamic feeding systems, including pro-opiomelanocortin (POMC) and agouti-related peptide (AgRP) neurons [19,20,26,27], which are crucial for systemic energy and metabolic homeostasis [28].

Within the context outlined above, the current study aimed to investigate the impact of emulsifier consumption during pregnancy and lactation on offspring’s long-term health using the mouse as an experimental model. Our data showed that maternal intake of emulsifiers induced mild metabolic and neuropsychological alterations in the progeny, thus calling for nutritional advice towards UPF consumption during gestation.

## Results

### Emulsifier consumption induces maternal glucose homeostasis disarrangements

To investigate the effects of maternal consumption of emulsifiers on offspring health, water (CTRL) or a mixture of 1% CMC and 1% P80 in drinking water (Emul) was provided to C57Bl/6 female mice for 6 weeks before pregnancy and throughout gestation and lactation (Fig 1A). Before the onset of pregnancy (after 6 weeks of emulsifier supplementation), CMC+P80 consumption did not affect the dams’ liquid intake (water or water supplemented with emulsifiers) (Fig 1B), but induced a slight decrease in daily food intake (Fig 1C) that did not reflect in changes in body weight (Fig 1D). However, emulsifier-treated females exhibited fasting hyperglycemia and presented mild glucose intolerance (Fig 1E–1G) with no changes in plasma leptin levels (Fig 1H). Continuous CMC+P80 exposure throughout pregnancy and lactation (S1A Fig) restored food intake (S1B Fig). Body weight (S1C Fig) and adiposity (S1D Fig) were unaltered. Glucose intolerance was intensified by the end of the treatment (S1E and S1F Fig), with no changes in basal glycemia (S1G Fig) and plasma leptin and insulin levels (S1H and S1I Fig). These results indicate that emulsifier consumption causes mild glucose homeostasis impairments in dams, thus altering the maternal environment during gestation and lactation.

**Fig 1:**
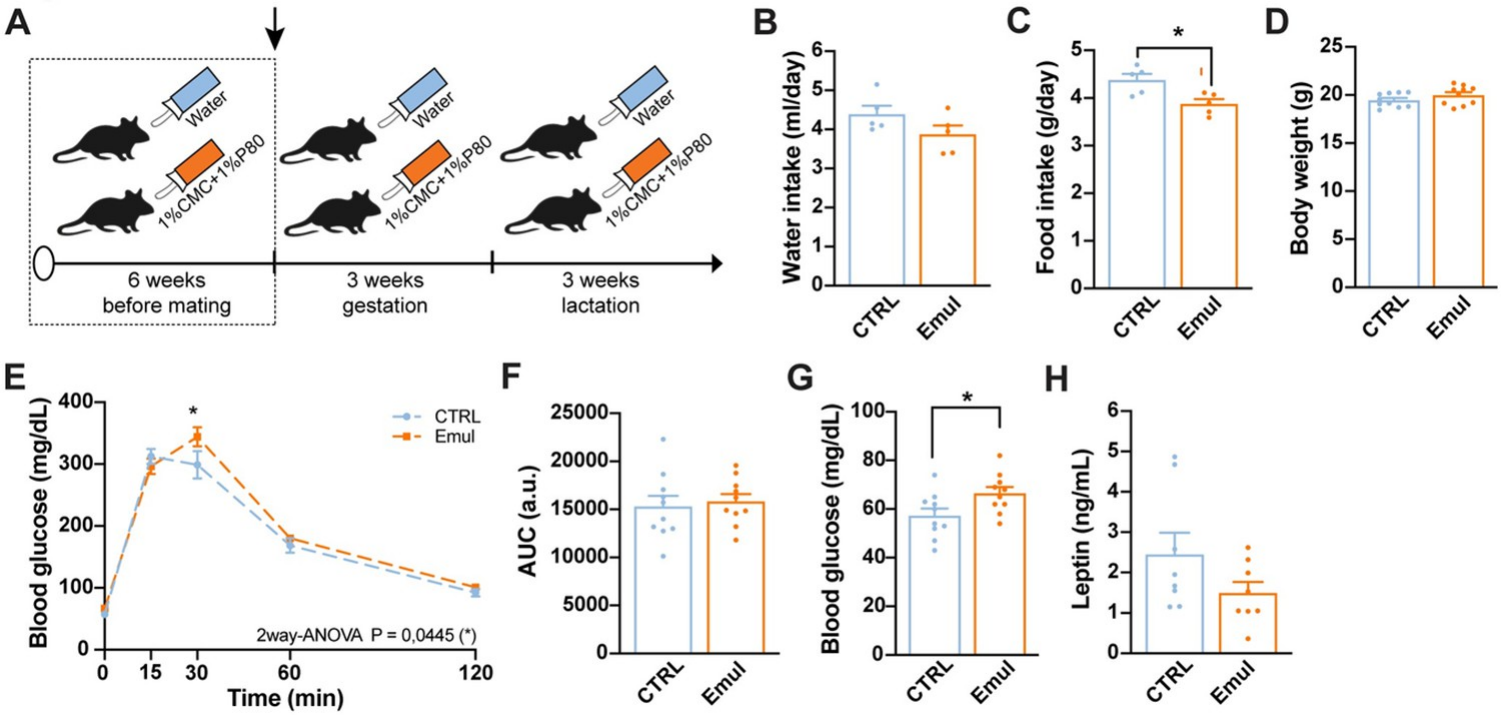
Emulsifiers induce mild glucose intolerance in female mice before the onset of pregnancy. (A) Experimental design of maternal emulsifier consumption highlighting the period of maternal characterization. (B) Daily water consumption of control and emulsifier–treated females before mating (*n* = 5/group). (C) Daily food intake of control and emulsifier–treated females before mating (*n* = 5/group). (D) Body weight of control and emulsifier–treated females before mating (*n* = 10 CTRL and *n* = 10 Emul). (E) GTT and (F) AUC of control and emulsifier females before mating (*n* = 10 CTRL and *n* = 10 Emul). (G) Fasting blood glucose levels of control and emulsifier–supplemented females before mating (*n* = 10 CTRL and *n* = 10 Emul). (H) Plasma leptin levels after 6 h in fasting of control and emulsifier–treated females before mating (*n* = 8 CTRL and *n* = 8 Emul). Data are derived from 1 single experiment. Data are expressed as mean ± SEM. Statistical analysis was performed with an unpaired *t* test in B, C, D, F, G, H, and by two–way ANOVA followed by Sidak’s post hoc analysis in E. *p < 0.05. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759. AUC, area under the curve; GTT, glucose tolerance test.

### Maternal consumption of emulsifiers leads to mild metabolic impairments in the offspring at weaning in a sex-specific manner

We next assessed whether the consumption of emulsifiers during pregnancy and lactation impacted the metabolic health of the progeny (Fig 2A). Litter size was not altered upon maternal emulsifier consumption (CTRL: 7.4 ± 1.1 pups/litter; Emul: 8.8 ± 1.4 pups/litter, *t* test, *p* = 0.34). At weaning, male and female offspring from emulsifier-treated dams exhibited equivalent body lengths (Fig 2B) albeit were lighter (Fig 2C), and male mice showed decreased adiposity (Fig 2D). Despite this reduction in body weight and adiposity, male offspring from emulsifier-treated dams were mild glucose intolerant (Fig 2E and 2F) with no changes in insulin sensitivity (Fig 2G and 2H), glycemia or circulating insulin and leptin levels at weaning (Fig 2I–2K). Regardless comparable plasma leptin levels at weaning, male offspring from emulsifier-treated dams presented a delayed postnatal leptin surge that occurred at P13 instead of P10 (Fig 2L and 2M) [29]. No changes in overall metabolic parameters were observed in female offspring from emulsifier-treated dams (Fig 2I–2K and 2N–2R).

**Fig 2:**
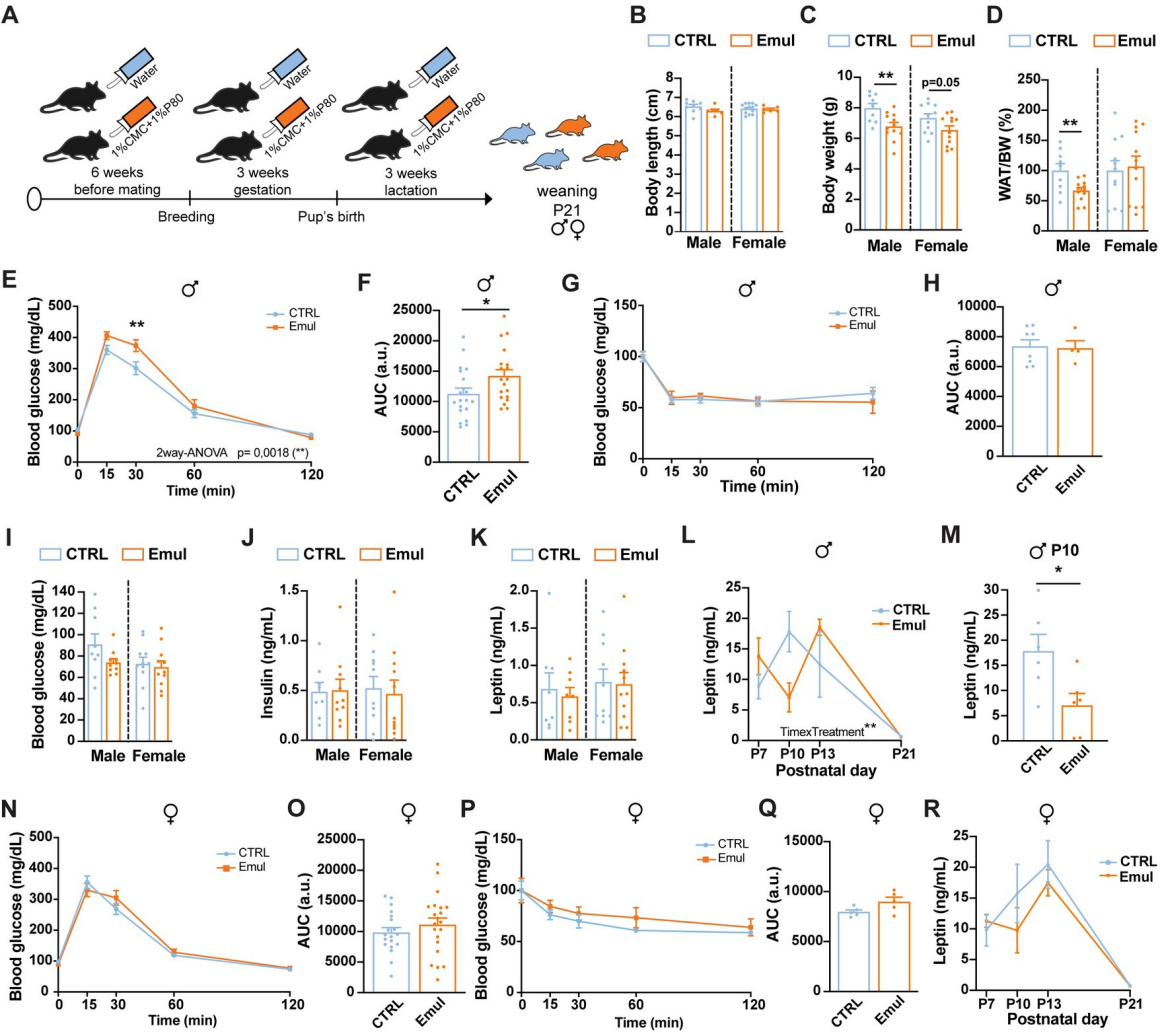
Maternal emulsifier consumption leads to mild metabolic impairments at weaning. (A) Experimental design of maternal emulsifier consumption and offspring collection at weaning. (B) Body length at weaning of male (*n* = 9 CTRL and *n* = 6 Emul) and female (*n* = 13 CTRL and *n* = 6 Emul) offspring from control and emulsifier–exposed dams. (C) Body weight at weaning of male (*n* = 9 CTRL and *n* = 12 Emul) and female (*n* = 11 CTRL and *n* = 12 Emul) offspring from control and emulsifier–exposed dams. (D) Epididymal and gWAT weight normalized by total body weight and represented as % of control animals in male (*n* = 9 CTRL and *n* = 12 Emul) and female (*n* = 11 CTRL and *n* = 12 Emul) offspring from control and emulsifier–exposed dams at weaning. (E) GTT and (F) AUC in male (*n* = 20 CTRL and *n* = 19 Emul) offspring from control and emulsifier–exposed dams at weaning. (G) ITT and (H) AUC in male (*n* = 8 CTRL and *n* = 4 Emul) offspring from control and emulsifier–exposed dams at weaning. (I) Six–hour fasting blood glucose levels in male (*n* = 9 CTRL and *n* = 10 Emul) and female (*n* = 11 CTRL and *n* = 11 Emul) offspring from control and emulsifier–exposed dams at weaning. (J) Plasma insulin levels in male (*n* = 8 CTRL and *n* = 10 Emul) and female (*n* = 10 CTRL and *n* = 11 Emul) offspring from control and emulsifier–exposed dams at weaning after 6 h of fasting. (K) Plasma leptin levels in male (*n* = 8 CTRL and *n* = 8 Emul) and female (*n* = 10 CTRL and *n* = 11 Emul) offspring from control and emulsifier–exposed dams at weaning after 6 h of fasting. (L) Plasma leptin levels across postnatal development (P7–P10–P13–P21) (P7 *n* = 6 CTRL and *n* = 5 Emul; P10 *n* = 6 CTRL and *n* = 6 Emul; P13 *n* = 6 CTRL and *n* = 6 Emul; P21 *n* = 8 CTRL and *n* = 8 Emul) in male offspring from control and emulsifier–exposed dams. (M) Peak plasma leptin levels at P10 (*n* = 6 CTRL and *n* = 6 Emul) in male offspring from control and emulsifier–exposed dams. (N) GTT and (O) AUC in female (*n* = 19 CTRL and *n* = 21 Emul) offspring from control and emulsifier–exposed dams at weaning. (P) ITT and (Q) AUC in female (*n* = 5 CTRL and *n* = 5 Emul) offspring from control and emulsifier–exposed dams at weaning. (R) Plasma leptin levels across postnatal development (P7–P10–P13–P21) (P7 *n* = 6 CTRL and *n* = 4 Emul; P10 *n* = 6 CTRL and *n* = 4 Emul; P13 *n* = 6 CTRL and *n* = 4 Emul; P21 *n* = 10 CTRL and *n* = 11 Emul) in female offspring from control and emulsifier–exposed dams. Data in B, G, H, L, M, P, Q, and R are derived from 1 single experiment. Data in C, D, E, F, I, J, K, N, and O are pools from 2 different experiments. Data are expressed as mean ± SEM. Statistical analysis was performed by unpaired *t* test in B, C, D, F, H, I, J, K, M, O, and Q and two–way ANOVA followed by Sidak’s post hoc analysis in E, G, N, and P. Panels L and R were analyzed using a two–way ANOVA mixed effects. *p < 0.05; **p < 0.01. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759. AUC, area under the curve; GTT, glucose tolerance test; gWAT, gonadal white adipose tissue; ITT, insulin tolerance test.

### Hypothalamic feeding-related determinants are altered upon maternal emulsifier consumption

Emulsifier consumption has been associated with changes in feeding-related neuropeptides in adult mice [11]. 

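RNAseq was performed on the mediobasal hypothalamus (MBH), the basal part of the hypothalamus that holds the arcuate nucleus and its feeding-related neurons. Tissue came from male mice at P21, the age of weaning, whose dams drank water (CTRL) or water with 1% carboxymethylcellulose and 1% polysorbate 80 (Emul). There were 4 CTRL and 5 Emul libraries, which the methods describe as 4 control and 5 emulsifier-treated litters. The libraries were strand-specific and enriched for mRNA. The authors quantified transcripts with kallisto on the mouse reference mm10 and deposited, for each library, an estimated count and a TPM value for each of 119414 transcripts. They also deposited a table of log2 CPM with 14593 rows, of which 1 has no gene name. Estimated counts summed to between 28245360 and 43404813 in CTRL (median 40005878.5) and between 37237246 and 46067534 in Emul (median 40399431). CTRL 3 had the lowest total. The median over all 9 libraries was 40.4 M, and the paper states around 40 M paired-end reads per sample. The 10 most abundant genes took between 5.19% and 6.94% of the counts in a library.

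Estimated counts were summed over the transcripts of each gene, with genes taken from the GENCODE M21 annotation of mm10, which held 97.8% of the transcripts. Transcripts without a gene there carried between 1.20% and 1.27% of the counts in each library and were not used. Following the methods, genes with a CPM above 1 in at least 4 libraries were kept, which left 15340 genes. Emul was compared with CTRL by limma-voom with TMM normalization, and all log2 fold changes are Emul over CTRL with their standard error (SE). Genes past the cutoff had an unadjusted p-value under 0.05 and changed by more than 1.5-fold, as the methods state. The legend of Fig 3A names the FDR instead, so counts after Benjamini-Hochberg adjustment are given as well. The copy of S1 Table used here holds 1999 of the 14484 rows of its gene sheet, so no overlap with it was tested. Single values per library were compared by a two-sided exact permutation test over all ways to split 9 libraries into 4 and 5, which cannot give a p-value under 0.0079. No library was a resequencing of another of its group, since every pair differed by more than counting noise (chi-square per gene of 7.49 or more), which leaves open whether 2 libraries share an animal or litter. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were expressed in all libraries, with a mean log2 CPM in Emul between 4.63 for Uty and 6.97 for Ddx3y.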

To understand the impact of maternal emulsifier consumption on hypothalamic development, we performed RNA sequencing (RNAseq) in the mediobasal hypothalamus (MBH) of male offspring at weaning. 

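In a PCA of log2 CPM over all 15340 genes, centred and not scaled, PC1 held 22.2% of the variance and PC2 held 17.5%. On PC1, CTRL 1 to 4 lay at 6.35, 4.29, 21.8 and 6.77, and Emul 1 to 5 lay at -3.33, -8.09, -18.0, 2.09 and -11.9. Every CTRL library thus lay above every Emul library on PC1 (exact permutation test of the group means, p = 0.016), although Emul 4 lay closer to CTRL 2 than to any other Emul library. PC2 did not separate the groups (exact permutation test, p = 0.62). Over all genes, the difference between CTRL and Emul accounted for 17.5% of the total sum of squares, against a median of 12.1% over all splits of the libraries into 4 and 5 (exact permutation test, p = 0.016). The root-mean-square log2 difference between 2 libraries averaged 0.270 within CTRL, 0.285 within Emul and 0.292 between the groups. For 6 of the 9 libraries, the most similar library was of the same group. The share accounted for by the groups was lowest on the authors' gene table, at 14.6% (exact permutation test, p = 0.079), and highest without Emul 4, at 21.2% (p = 0.029). The median over splits was also higher without Emul 4, at 13.7%, so these shares are not on the same footing. With all 9 libraries, the share was highest with genes scaled to unit variance, at 20.3% (exact permutation test, p = 0.016). Without CTRL 3, which lay farthest out on PC1, it was 18.3% (exact permutation test, p = 0.071).

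**Figure D1:**
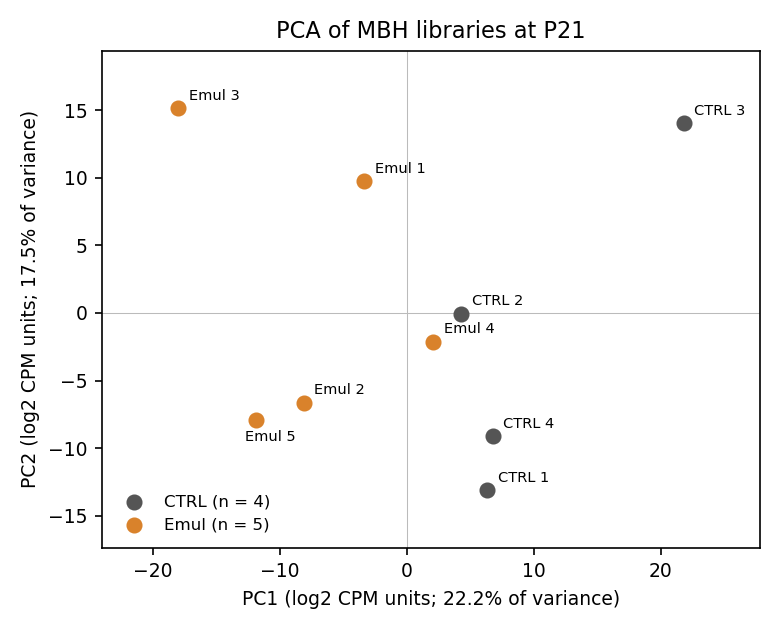
PCA of the 9 MBH libraries, with each library's position on PC1 (x axis, 22.2% of the variance) and PC2 (y axis, 17.5%) in log2 CPM units, CTRL in grey and Emul in orange. The 4 CTRL libraries lie between 4.29 and 21.8 on PC1 and the 5 Emul libraries between -18.0 and 2.09.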

Principal component analysis (PCA) of individual samples identified 2 distinct clusters (S2A Fig). RNAseq analysis uncovered 83 differentially expressed genes (DEGs) upon maternal emulsifier consumption (Fig 3A). 

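Over all transcripts, 72 of the 15340 genes had an unadjusted p-value under 0.05 and changed by more than 1.5-fold. Without the fold criterion, 2428 genes (15.8%) had an unadjusted p-value under 0.05, against 767 expected by chance, and the median size of their log2 fold change was 0.16. The 72 genes included 56 protein-coding genes. Without a filter on low counts, 687 of 27343 genes passed the cutoff. With single libraries left out, it ranged from 48 without Emul 3 to 95 without Emul 4.

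After Benjamini-Hochberg adjustment of limma's p-values, 18 genes had an adjusted p-value under 0.05 and 61 had one under 0.10. Only Gm9747 combined an adjusted p-value under 0.05 with a change of more than 1.5-fold (log2 fold change -0.78). The 18 genes had log2 fold changes between 0.20 and 0.78 in size. Of these, 15 were lower in Emul. The other 3 (mt-Nd6, mt-Nd5 and mt-Nd1) were higher and are encoded by the mitochondrial genome. Fam222a (chromosome 5, 114568016 to 114613220 in mm10) had a log2 CPM of 4.09 ± 0.046 (SD, n = 4) in CTRL and 3.65 ± 0.062 (SD, n = 5) in Emul, a log2 fold change of -0.44 (SE 0.050, adjusted p = 0.016 from limma). For mt-Nd6 (mitochondrial genome, 13552 to 14070), which encodes a subunit of respiratory complex I, the log2 fold change was 0.34 (SE 0.040, adjusted p = 0.016 from limma). Jun (chromosome 4, 95049034 to 95052222), a subunit of the transcription factor AP-1, fell by 0.30 on the log2 scale (SE 0.039, adjusted p = 0.025 from limma). In all 3 genes, no Emul library overlapped a CTRL library (exact permutation test, p = 0.0079). The remaining genes among the 10 with the smallest adjusted p-values were mt-Nd5, with a log2 fold change of 0.28, and Clk1, Clk4, Mfap3, Ccdc117, Sox11 and Zmym1, with log2 fold changes between -0.25 for Clk4 and -0.39 for Ccdc117. Their adjusted p-values from limma lay between 0.025 and 0.048. The number of genes with an adjusted p-value under 0.05 depended on the libraries, with 0 such genes without CTRL 2 (2081 at an unadjusted p-value under 0.05) and 24 without Emul 4. The number under 0.10 ranged from 3 without CTRL 2 to 244 without Emul 4.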

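Of the 72 genes past the cutoff, 38 (52.8%) were higher and 34 (47.2%) were lower in Emul. With 1 library left out, the number higher ranged from 25 without Emul 3 (23 lower) to 59 without Emul 4 (36 lower). When libraries were scaled by their total counts alone, without TMM, 29 genes were higher and 39 were lower. In 28 of the 72 genes, the CTRL and Emul libraries did not overlap. Over all genes tested, 1013 (6.60%) did not overlap, against 1.59% by chance. The largest rise among genes without overlap was that of Gm10146 (chromosome 10, 78393320 to 78393628), a processed pseudogene with estimated counts between 0 and 83, whose reads the authors' counting could have split with its parent gene (log2 fold change 3.22, SE 0.80, adjusted p = 0.12 from limma; 1.78 without CTRL 4, its lowest library). Dmrta2 (chromosome 4, 109978053 to 109983687) encodes a transcription factor and had a log2 CPM of 0.66 ± 0.98 (SD, n = 4) in CTRL and 2.09 ± 0.28 (SD, n = 5) in Emul. Its log2 fold change of 1.36 had a SE of 0.33 (adjusted p = 0.11 from limma). Elp6 (chromosome 9, 110305173 to 110322102) rose by 1.05 on the log2 scale (SE 0.27, adjusted p = 0.14 from limma), and between 97.3% and 99.3% of its counts lay on 1 transcript annotated as a retained intron. The groups were barely apart, with CTRL 4 and Emul 5 both at a log2 CPM of 8.95. For that transcript alone they overlapped. Next came the processed pseudogene Gm10182 (log2 fold change 1.03) and mt-Co2 (mitochondrial genome, 7013 to 7696; log2 fold change 0.83, SE 0.15, adjusted p = 0.057 from limma).

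The largest falls among genes without overlap were those of Tnfrsf25, Nr4a3, Tm6sf2, the pseudogene Gm14387 and Dnd1. Tnfrsf25 (chromosome 4, 152115934 to 152120119), a tumor necrosis factor receptor, went from a log2 CPM of 0.56 ± 0.24 (SD, n = 4) to -0.43 ± 0.24 (SD, n = 5), a log2 fold change of -1.04 (SE 0.18, adjusted p = 0.053 from limma). The log2 fold changes of Tm6sf2, Gm14387 and Dnd1 were -0.95, -0.81 and -0.80, with adjusted p-values from limma between 0.11 and 0.14.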

Out of the total amount of DEGs, 54% (45) of the genes were up-regulated and 46% (38) were down-regulated (Fig 3A and S1 Table). Enrichment pathway analysis of the down-regulated DEGs revealed significant changes in 4 main pathways: feeding behavior/neuropeptides, neuronal activity, metabolism, and transcriptional regulation (Fig 3B and S1 Table). 

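The enrichment sheet of S1 Table lists 77 terms, of which 20 rest on a single gene, and they name 27 genes in all. Over all transcripts, 25 of the 27 genes passed the filter on low counts, and Adam32 and Llgl2 did not. In Emul, 23 of the 25 genes were lower, 14 had an unadjusted p-value under 0.05, and 11 passed the cutoff. The number with an adjusted p-value under 0.05 in limma was 0. The paper picked the genes of this sheet as down-regulated in the same libraries. Their lower values and small p-values here and below are therefore no independent support.

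The term feeding behavior rests on Hcrt, Nr4a3 and Gal, and the term neuropeptide hormone activity on Hcrt, Vip and Gal (FDR of 0.043 and 0.0011 in the paper's sheet, whose p-value column holds the same values). Hcrt (chromosome 11, 100761069 to 100762931) encodes the orexin neuropeptides of the lateral hypothalamus. Its log2 CPM was 6.62 ± 0.13 (SD, n = 4) in CTRL and 5.91 ± 0.61 (SD, n = 5) in Emul, a log2 fold change of -0.70 (SE 0.23, adjusted p = 0.19 from limma; exact permutation test, p = 0.071). Vip (chromosome 10, 5639218 to 5647617) encodes vasoactive intestinal peptide and had a log2 fold change of -1.5 (SE 0.57, adjusted p = 0.24 from limma; exact permutation test, p = 0.13). The Emul libraries were split for Vip, with a log2 CPM of 2.96 and 3.19 in Emul 1 and 4 and of 0.42, 0.17 and -0.17 in Emul 2, 3 and 5, against 2.42 to 3.41 in CTRL. The mean of the other markers of the suprachiasmatic nucleus varied with Vip. Not every single marker did, and Rorb was highest in Emul 3. For Gal (chromosome 19, 3409915 to 3414544), which encodes galanin, the log2 CPM was 4.36 ± 0.067 (SD, n = 4) and 4.27 ± 0.17 (SD, n = 5), a difference within the spread of the libraries (log2 fold change -0.09, SE 0.077, adjusted p = 0.60 from limma; exact permutation test, p = 0.34; -0.15 without Emul 5 and -0.041 without Emul 3). Of the counts of Gal, 92.5% lay on transcripts with Ensembl numbers of 195750 and above, and without these transcripts and with counts scaled by transcript length (lengthScaledTPM), a setting chosen after seeing the data, its log2 fold change was -0.92.

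The paper's text does not list the terms in each of its 4 groups. The term regulation of high voltage-gated calcium channel activity rests on Gem and Rrad, 2 small GTPases, with log2 fold changes of -0.65 and -0.69. Nuclear receptor activity rests on Nr4a1, Nr4a3 and Rarb. Nr4a3 (chromosome 4, 48045153 to 48086447) had the lowest log2 fold change of the 3, at -1.03 (SE 0.21, adjusted p = 0.092 from limma), and all 5 Emul libraries lay below all 4 CTRL libraries (exact permutation test, p = 0.0079). Nr4a1 (chromosome 15, 101254269 to 101274795) fell by 0.69 on the log2 scale (SE 0.19, adjusted p = 0.15 from limma), whereas Rarb moved by less than its SE (log2 fold change 0.00, SE 0.12), with 62.1% of its counts on the higher-numbered transcripts. Fosl2, another subunit of AP-1, fell by 0.60 on the log2 scale (SE 0.13; exact permutation test, p = 0.0079). Gluconeogenesis rests on Pck2 and Slc37a4, whose log2 fold changes were -0.02 (SE 0.057) and -0.02 (SE 0.050), with 95% and 84.9% of their counts on the higher-numbered transcripts. In all, 17 of the 77 terms held no gene past the cutoff over all transcripts, and 11 of the 14 tested genes that missed the cutoff had most of their counts on those transcripts.

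**Figure D2:**
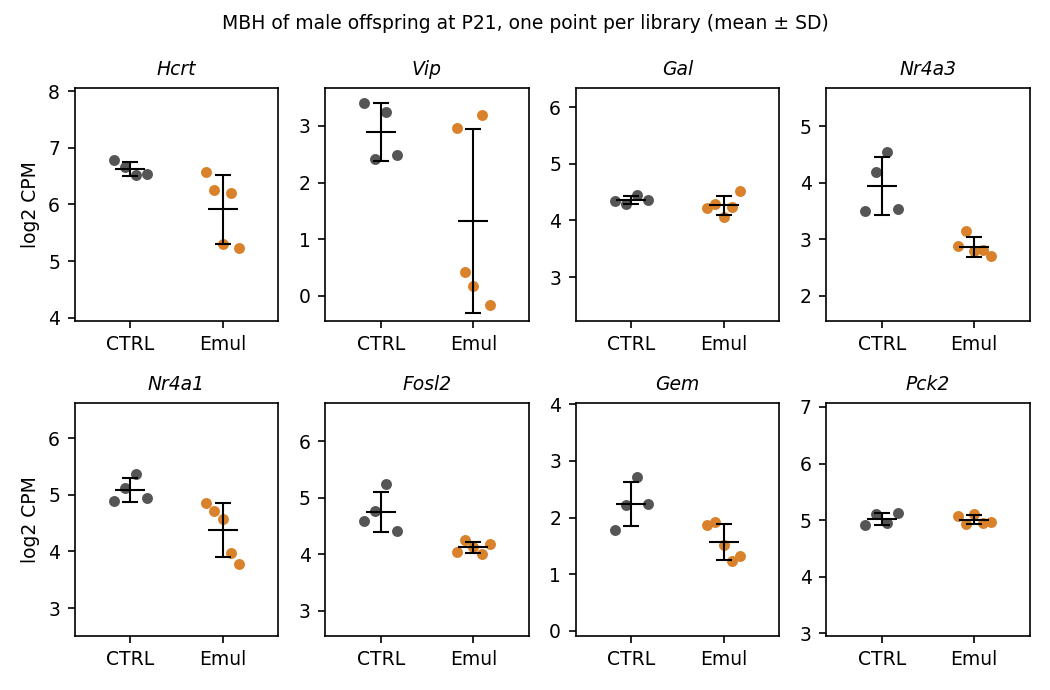
Log2 CPM of 8 genes from the enrichment sheet in each library (points), with the mean and SD of 4 CTRL (grey) and 5 Emul (orange) libraries; every y axis spans the same number of log2 units. All Emul libraries lie below all CTRL libraries for Nr4a3, Nr4a1 and Fosl2, whereas the groups overlap for Hcrt, Vip, Gal, Gem and Pck2.

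After the enriched terms, the paper turns to the neuronal circuits that control feeding. It measures key genes of energy balance in the MBH with the stated aim of showing that maternal emulsifier consumption affects the development of these circuits.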

To confirm that maternal consumption of emulsifiers affects the development of neuronal circuits controlling feeding behaviors, we analyzed the expression of key genes related to energy balance and food intake control in the MBH of the progeny of female mice exposed to emulsifiers during gestation and lactation. This analysis included the assessment of pro-opiomelanocortin (*pomc*), cocaine- and amphetamine-regulated transcript (*cart*), agouti-related peptide (*agrp*), neuropeptide Y (*npy*), proprotein convertase 1 (*pcsk1*), melanocortin 3 receptor (*mc3r*), and melanocortin 4 receptor (*mc4r*). Gene expression analysis revealed that maternal consumption of emulsifiers reduced *pomc* and *cart* expression at weaning exclusively in male offspring (Fig 3C and 3D), with no changes in the overall number and size of POMC neurons (S2B–S2D Fig).

**Fig 3:**
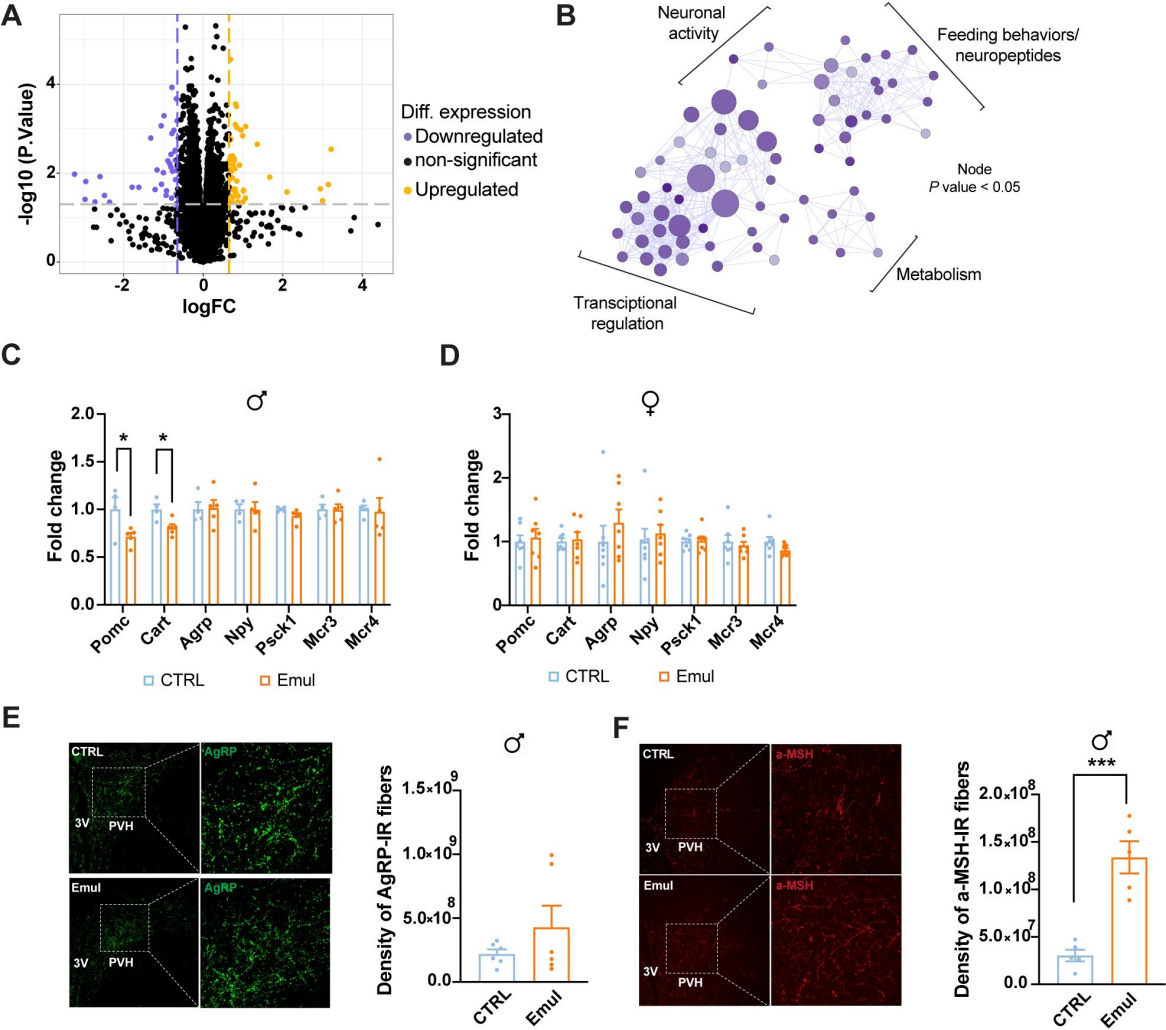
Hypothalamic feeding–related neuropeptides are altered upon maternal emulsifier consumption. (A) Volcano plot of transcript expression in the MBH between control and emulsifier offspring at weaning. Threshold for FC (±1.5) and FDR (*p* < 0.05) was considered. DEGs upon maternal emulsifier consumption are depicted in blue (down–regulated) and orange (up–regulated). Unchanged genes are represented in black (*n* = 4 CTRL and *n* = 5 Emul). (B) Cytoscape plot of the down–regulated enriched pathways (*p* < 0.05) in the offspring of emulsifier–exposed dams. (C) Transcript expression of orexigenic and anorexigenic peptides in the MBH in male offspring from control and emulsifier–exposed dams at weaning (*n* = 4 CTRL and *n* = 5 Emul). (D) Transcript expression of orexigenic and anorexigenic peptides in the MBH in female offspring from control and emulsifier–exposed dams at weaning (*n* = 7 CTRL and *n* = 7 Emul). (E) Representative immunofluorescence images showing AgRP staining density in the PVH of control and emulsifier male offspring at weaning and integrated density quantification (*n* = 6 mice/group). (F) Representative immunofluorescence images showing α–MSH staining density in the PVH of control and emulsifier male offspring at weaning and integrated density quantification (*n* = 5 mice/group). Data in C and D are derived from 1 single experiment. Data in **E** and **F** are pools from 2 different experiments. Data are expressed as mean ± SEM. Statistical analysis was performed by unpaired *t* test in C, D, E, and F. *p < 0.05; ***p < 0.001. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759. *Pomc*, pro–opiomelanocortin; *Cart*, cocaine–and amphetamine–regulated transcript; *Agrp*, agouti–related peptide; *Npy*, neuropeptide Y; *Pcsk1*, proprotein convertase 1; *Mcr3*, melanocortin 3 receptor; *Mcr4*, melanocortin 4 receptor; α–MSH, alpha–melanocyte–stimulating hormone; PVH, paraventricular hypothalamic nucleus; 3V, third ventricle; DEG, differentially expressed gene; FC, fold change; FDR, false discovery rate; MBH, mediobasal hypothalamus.

Maternal dietary insults affect the development of axonal projections to target areas [19,26,30]. The changes observed in the expression of anorexigenic genes (*pomc* and *cart*) in males (Fig 3C) prompted us to evaluate if maternal emulsifier consumption would influence melanocortin projections to the paraventricular nucleus of the hypothalamus (PVH). While PVH AgRP staining density showed a non-significant trend to increase (Fig 3E), there was a notable increase in the density of α-melanocyte stimulating hormone (α-MSH, a bioactive anorexigenic product of POMC processing) staining in male offspring from emulsifier-treated dams at weaning (Fig 3F). These data suggested that maternal emulsifier consumption per se, without other components usually present in UPFs, is sufficient to induce a rewiring of the melanocortin hypothalamic feeding circuit that might underlie the metabolic changes observed in male offspring.

### Maternal emulsifier consumption leads to mild long-term metabolic impairments in male offspring

Next, we interrogated whether early life exposure to CMC+P80 induces long-term metabolic health disruptions. To differentiate between maternal programming consequences and emulsifier consumption after birth, we divided control and emulsifier offspring into 4 groups at weaning: maternal control + water (CTRL—CTRL), maternal control + emulsifiers after weaning (CTRL—Emul), maternal emulsifier + water (Emul—CTRL), and maternal emulsifier + emulsifier (Emul—Emul) treatment after weaning until 10 weeks of age (Fig 4A). In males, maternal consumption of emulsifiers, independent of its exposure after weaning, led to body weight reduction (Fig 4B), without significant changes in adiposity (Fig 4C) or body length (Fig 4D). Male offspring born from dams treated with emulsifiers showed higher insulin sensitivity (Fig 4E and 4F), without changes in food intake (S4A Fig), glucose tolerance, blood glucose, insulin, and leptin levels (Fig 4G–4K). Of note, life-long exposure to emulsifiers (intrauterine and postnatal life) induced stronger glucose homeostasis impairments leading to glucose intolerance (Fig 4H) (maternal control + emulsifier: 14,326 ± 5,834 area under the curve (AUC) versus maternal emulsifier + emulsifier: 19,084 ± 3,039 AUC, *p* = 0.0099). These effects were sex-specific since female offspring from emulsifier-treated dams did not show alterations in any of the analyzed parameters (S3A–S3J and S4B Figs). The delayed leptin surge seen in male offspring from emulsifiers-treated dams (Fig 2L and 2M) prompted us to investigate their ability to respond to the anorexigenic effects of leptin. Maternal emulsifier consumption, or emulsifier consumption during life, did not perturb the weight- and food intake-reducing effects of exogenously administered leptin (S4C and S4D Fig). These results suggest that maternal consumption of emulsifiers affects the metabolic programming of male offspring, triggering mild alterations in glucose metabolism in adulthood.

**Fig 4:**
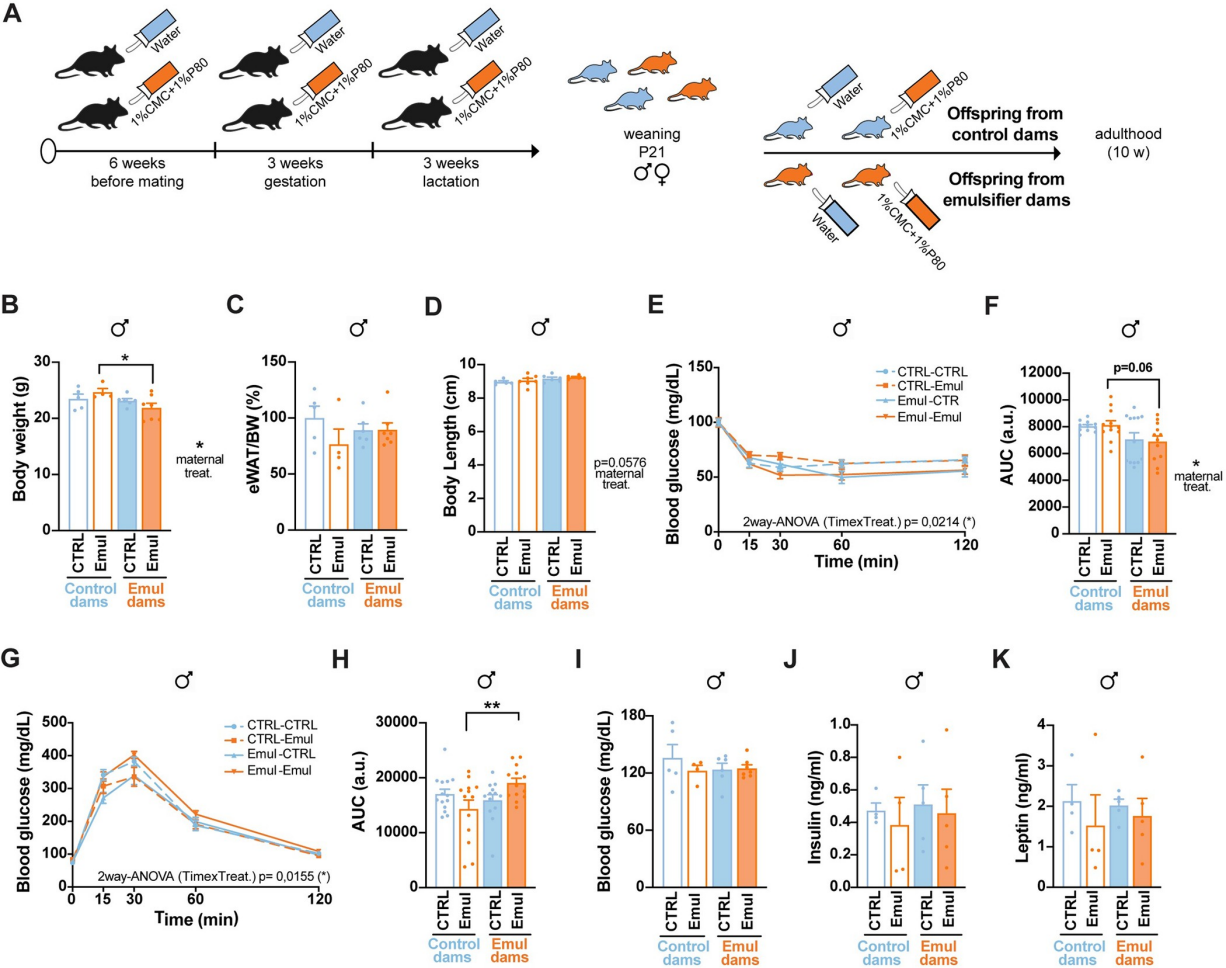
Maternal emulsifier consumption leads to mild long–term metabolic impairments in male offspring. (A) Schematic illustration of offspring treatment until adulthood (10 weeks of age). (B) Body weight at 10 weeks of age (*n* = 5 CTRL–CTRL; *n* = 4 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 7 Emul–Emul). (C) eWAT weight normalized by total body weight and represented as % of control animals at 10 weeks of age (*n* = 5 CTRL–CTRL; *n* = 4 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 7 Emul–Emul). (D) Body length at 10 weeks of age (*n* = 5 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 5 Emul–Emul). (E) ITT and (F) AUC (*n* = 11 CTRL–CTRL; *n* = 12 CTRL–Emul; *n* = 13 Emul–CTRL; *n* = 12 Emul–Emul) at 10 weeks of age. (G) GTT and (H) AUC (*n* = 14 CTRL–CTRL; *n* = 13 CTRL–Emul; *n* = 13 Emul–CTRL; *n* = 13 Emul–Emul) at 10 weeks of age. (I) Six–hour fasting blood glucose levels (*n* = 5 CTRL–CTRL; *n* = 4 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 7 Emul–Emul) at 10 weeks of age. (J) Plasma insulin levels after 6 h of fasting at 10 weeks of age (*n* = 4 CTRL–CTRL; *n* = 4 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul). (K) Plasma leptin levels after 6 h of fasting at 10 weeks of age (*n* = 4 CTRL–CTRL; *n* = 4 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul). Data in B, C, D, I, J, and K are derived from 1 single experiment. Data in E, F, G, and H are pools from 2 different experiments. Data are expressed as mean ± SEM. Statistical analysis was performed by two–way ANOVA followed by Sidak’s post hoc analysis. *p < 0.05; **p < 0.01. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759. AUC, area under the curve; eWAT, epididymal white adipose tissue; GTT, glucose tolerance test; ITT, insulin tolerance test.

### The combination of emulsifiers and western diet does not exacerbate the metabolic impairments derived from maternal programming

Emulsifiers are mostly present in UPFs, which are highly rich in carbohydrates and fats. We then wondered if the metabolic programming effects due to maternal consumption of emulsifiers would be accentuated once challenged with a high-fat high-sucrose western-style diet (WD). To this end, offspring from control and emulsifier-treated dams were exposed to WD for 11 weeks (Fig 5A). Surprisingly, the combination of emulsifiers and WD did not exacerbate any of the metabolic changes observed in male offspring (Fig 5B–5J). In females, concomitant exposure to maternal emulsifiers and WD access during adulthood (Fig 6A) lowered fasting glucose levels (Fig 6B) and decreased diet-induced hyperinsulinemia and hyperleptinemia (Fig 6C and 6D), while showing similar body weight (Fig 6E) and adiposity (Fig 6F) as control counterparts. Furthermore, WD-fed females born to emulsifier-treated dams with continuous exposure to emulsifier were less glucose intolerant (Fig 6G and 6H) (maternal emulsifier + water: 21,114 ± 7,020 AUC versus maternal emulsifier + emulsifier: 13,350 ± 4,885 AUC, *p* = 0.0178) with no changes in insulin sensitivity (Fig 6I and 6J).

**Fig 5:**
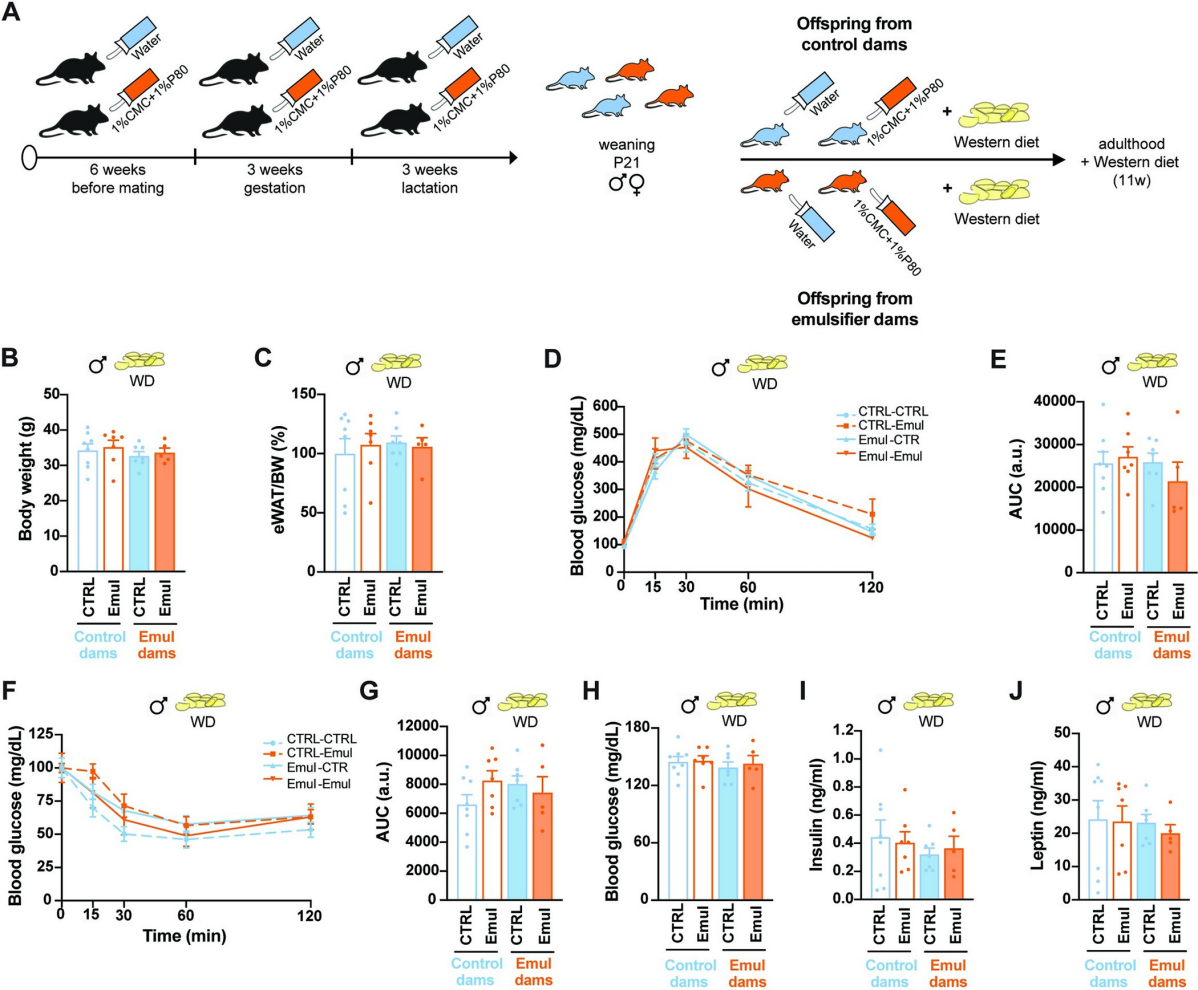
Metabolic impairments derived from western diet consumption are not exacerbated in male offspring from emulsifier–treated dams. (A) Schematic illustration of offspring treatment until adulthood. (B) Body weight at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 5 Emul–Emul). (C) eWAT weight normalized by total body weight and represented as % of control animals at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 5 Emul–Emul). (D) GTT and (E) AUC (*n* = 8 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 5 Emul–Emul) at 19 weeks of age, after 8 weeks of WD exposure. (F) ITT and (G) AUC (*n* = 8 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 5 Emul–Emul) at 19 weeks of age, after 8 weeks of WD exposure. (H) Six–hour fasting blood glucose levels at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 5 Emul–Emul). (I) Plasma insulin levels after 6 h of fasting at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 5 Emul–Emul). (J) Plasma leptin levels after 6 h of fasting at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 5 Emul–Emul). Data are derived from 1 single experiment. Data are expressed as mean ± SEM. Statistical analysis was performed by two–way ANOVA followed by Sidak’s post hoc analysis. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759. AUC, area under the curve; eWAT, epididymal white adipose tissue; GTT, glucose tolerance test; ITT, insulin tolerance test; WD, western–style diet.

**Fig 6:**
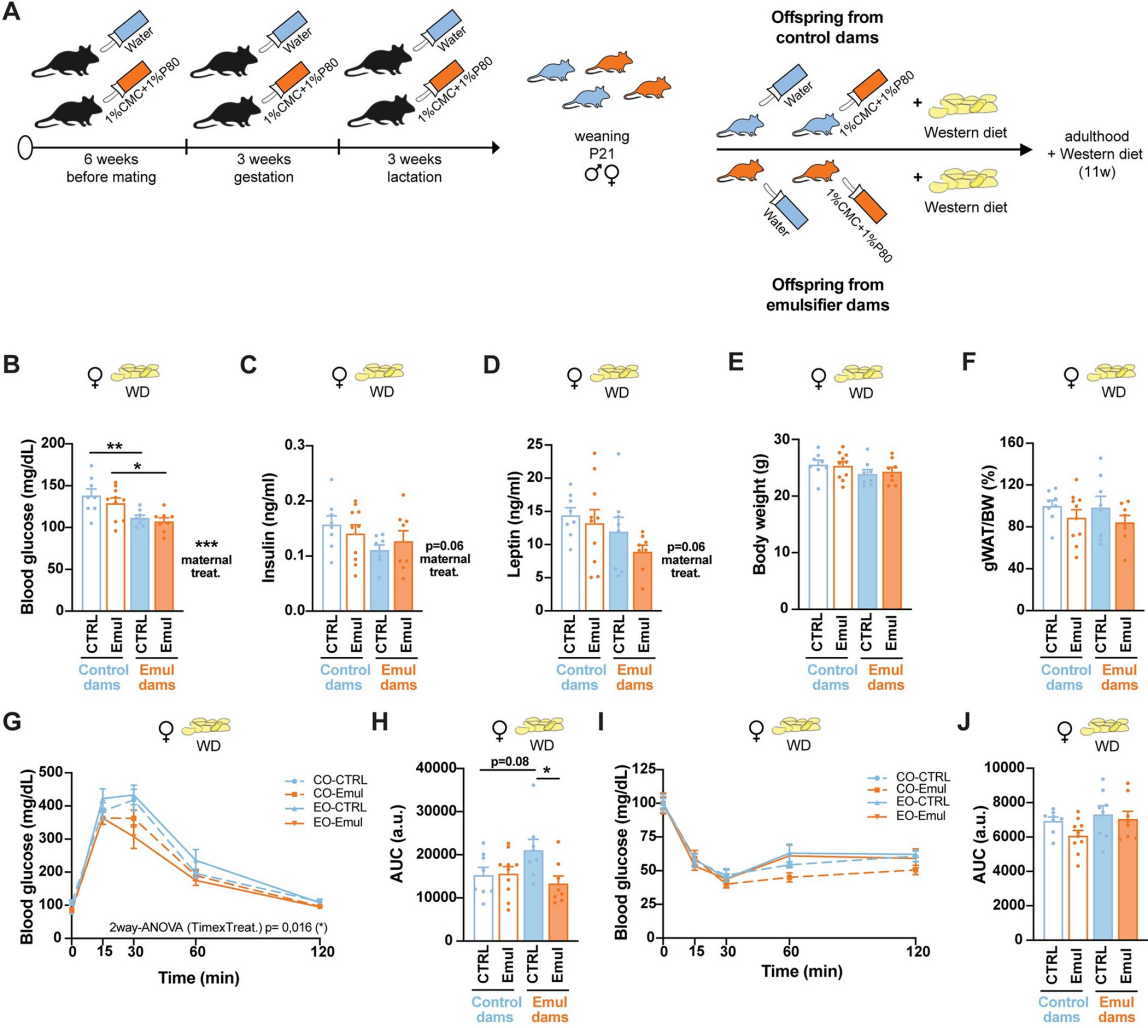
Metabolic outcomes derived from western diet consumption on female offspring from emulsifier–treated dams. (A) Schematic illustration of offspring treatment until adulthood. (B) Six–hour fasting blood glucose levels at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 8 Emul–CTRL; *n* = 8 Emul–Emul). (C) Plasma insulin levels after 6 h of fasting at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 8 Emul–CTRL; *n* = 8 Emul–Emul). (D) Plasma leptin levels after 6 h of fasting at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 8 Emul–CTRL; *n* = 8 Emul–Emul). (E) Body weight at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 8 Emul–CTRL; *n* = 8 Emul–Emul). (F) gWAT weight normalized by total body weight and represented as % of control animals at 22 weeks of age, after 11 weeks of WD exposure (*n* = 8 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 8 Emul–CTRL; *n* = 8 Emul–Emul). (G) GTT and (H) AUC (*n* = 8 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 8 Emul–CTRL; *n* = 8 Emul–Emul) at 19 weeks of age, after 8 weeks of WD exposure. (I) ITT and (J) AUC (*n* = 8 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 8 Emul–CTRL; *n* = 8 Emul–Emul) at 19 weeks of age, after 8 weeks of WD exposure. Data are derived from 1 single experiment. Data are expressed as mean ± SEM. Statistical analysis was performed by two–way ANOVA followed by Sidak’s post hoc analysis. *p < 0.05; **p < 0.01; ***p < 0.001. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759. AUC, area under the curve; GTT, glucose tolerance test; gWAT, gonadal white adipose tissue; ITT, insulin tolerance test; WD, western–style diet.

### Maternal emulsifier consumption disrupts offspring neuropsychological health

CMC or P80 consumption have been shown to cause anxiety-like behaviors [11]. We next asked if maternal consumption of emulsifiers was sufficient to induce neuropsychological deficits in the offspring. To test this, we conducted a behavioral screening of anxiety-like phenotypes by exposing the offspring to the open field and dark-light box paradigms. Offspring of emulsifier-treated dams presented no changes in locomotor activity in an open field test (S5A–S5D Fig) but male offspring exhibited a significant decrease in the time spent in the light compartment of a dark-light box paradigm (S5E and S5F Fig). Anxiety-like behaviors were intensified upon WD challenge during adulthood, particularly in females (Fig 7A–7F). These results suggested increased anxiety-like states in the offspring of dams exposed to CMC+P80 during gestation and lactation. In addition, dietary insults during pregnancy have been linked to cognitive dysfunction in the offspring [25,31]. While cognition was not impaired in the offspring born to emulsifier-treated dams fed with normal chow diet (S5G–S5J Fig), life-long exposure to emulsifiers in combination with WD led to cognitive impairments in a novel object recognition test (NORT) in males (Fig 7G and 7H). Female offspring did not present memory recognition deficits (Figs 7I and 7J and S5I and S5J). Together, these results demonstrate that emulsifier consumption during pregnancy could induce life-long consequences in offspring neuropsychological and metabolic health.

**Fig 7:**
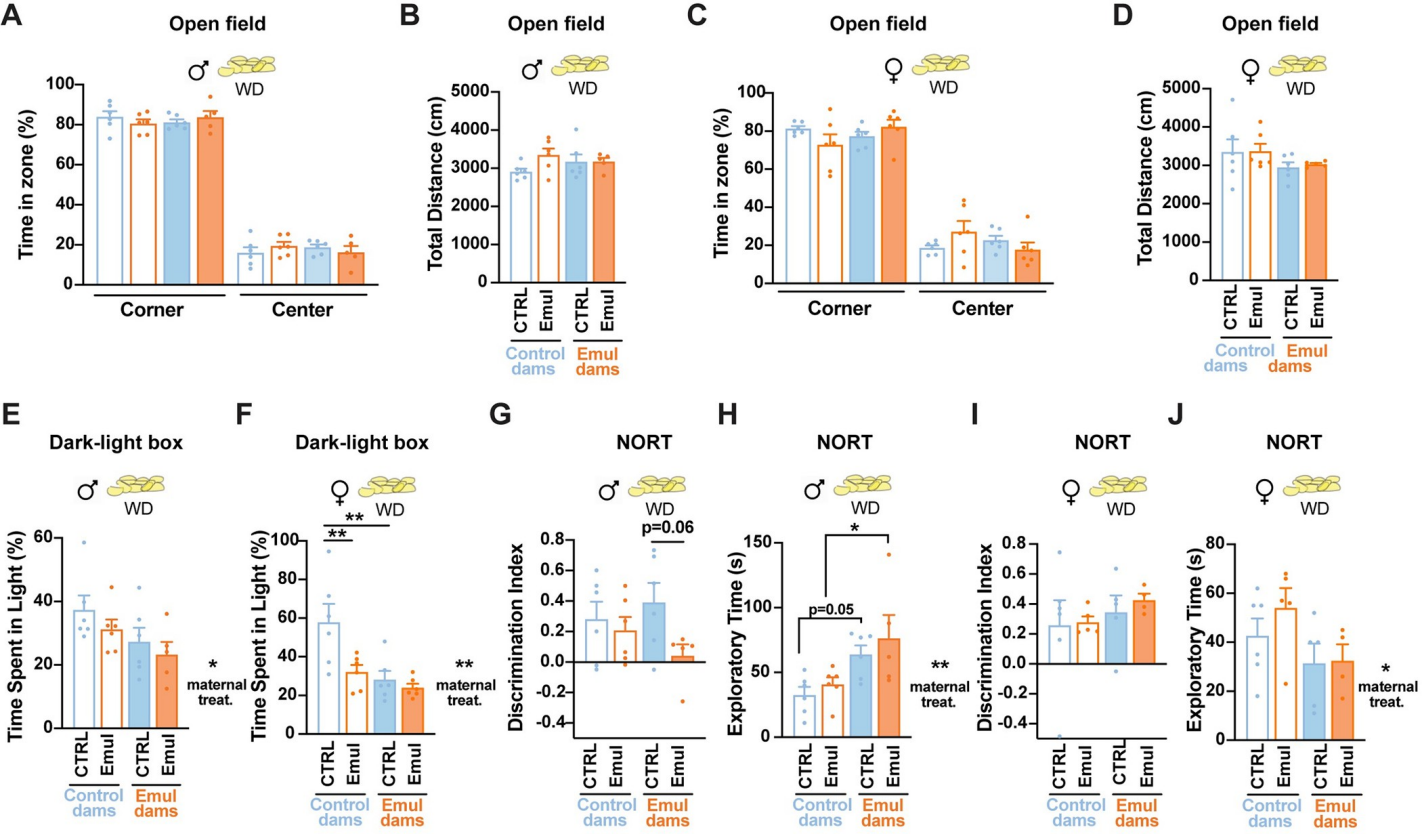
Maternal emulsifier consumption disrupts offspring neuropsychological health. (A–D) Open field performance in 23–week–old male (A and B) (*n* = 6 CTRL–CTRL; *n* = 6 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 5 Emul–Emul) and female (C and D) (*n* = 6 mice/group) offspring born of control and emulsifier–exposed mothers, including time spent per zone (A and C) and total distance traveled (B and D) after 12 weeks of WD exposure. (E, F) Time spent in the light compartment during the dark–light box test in 23–week–old male (E) (*n* = 6 CTRL–CTRL; *n* = 6 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 5 Emul–Emul) and female (F) (*n* = 6 mice/group) offspring born of control and emulsifier–exposed mothers after 12 weeks of WD exposure. (G–J) Short–term memory parameters in 24–week–old male (G and H) (*n* = 6 CTRL–CTRL; *n* = 6 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 5 Emul–Emul) and female (I and J) (*n* = 6 CTRL–CTRL; *n* = 5 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 4 Emul–Emul) offspring born of control and emulsifier–exposed mothers, after 13 weeks of WD exposure, including discrimination index (G and I) and exploratory time (H and J). Data are derived from 1 single experiment. Data are expressed as mean ± SEM. Statistical analysis was performed by two–way ANOVA followed by Sidak’s post hoc analysis. *p < 0.05; **p < 0.01. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759. WD, western–style diet.

## Discussion

The consumption of UPFs has increased sharply over the last 2 decades. In fact, recent surveys have shown that UPF consumption contributes to 25% to 50% of the total daily caloric intake in adults [32] and more than 60% among school-age children in the United Kingdom and the United States [33,34]. UPF intake during pregnancy and its potential adverse effects on maternal–child health have started to be investigated in humans, identifying a positive association between UPF consumption and gestational weight gain, neonatal adiposity, and the development of attention deficit hyperactivity disorder [35–38]. The combination of distinct additives (emulsifiers, sweeteners, colorants, flavorings, etc.) concur with saturated fats and sugars in UPFs and, therefore, the precise contribution of each of these additives to maternal health and offspring developmental programming needs to be carefully assessed. In the present study, we investigated the transgenerational health impact of emulsifiers in mice. In our experimental model, dams and/or offspring mice were exposed to prolonged and continuous amount of CMC+P80, 2 extensively used emulsifiers in the UPF industry. This pattern of administration echoes to some extent the human environment, where exposure to emulsifiers is high and usually combined with other additives, although its consumption occurs in an intermittent manner. Given that access to UPF occurs throughout life (and not only during pregnancy and breastfeeding), we opted for an extended experimental design by providing CMC+P80 several weeks before fecundation. This approach considered the potential long-term effects of emulsifiers on the female intrauterine environment. We found that the maternal consumption of these emulsifiers was sufficient to induce mild metabolic, cognitive, and psychological impairments in male offspring (and to a lesser extent in females).

As regards metabolism, the mild decrease in food intake observed in the female mice before the onset of pregnancy (after 6 weeks of CMC+P80 treatment) disappeared upon prolonged exposure to emulsifiers. This could account to an adaptative response after short-term supplementation with emulsifiers. Our results also indicated that maternal ingestion of emulsifiers resulted in glucose intolerance, even in the absence of body weight gain. In addition, maternal emulsifier consumption delayed the postnatal leptin surge in male offspring. Alterations in leptin levels and glycemic fluctuations during pregnancy can disrupt neuronal specification, proliferation and wiring of hypothalamic circuits in the offspring. Indeed, leptin levels directly influence axonal outgrowth of POMC and AgRP neurons during lactation [23,39]. Therefore, the delayed leptin surge in male offspring of dams exposed to CMC+P80 could underlie the alterations in α-MSH staining innervating the PVH at weaning. Nevertheless, the leptin system seems to function correctly as plasma leptin levels and leptin response were not compromised in adult offspring.

Moreover, our gene expression and α-MSH staining density analysis suggested that anorexigenic brain circuits were more sensitive to the detrimental effects of emulsifier consumption during pregnancy. In addition, the reduction in *pomc* and *cart* expression in male offspring could reflect a compensatory mechanism for the higher α-MSH staining density reaching the PVH. This could underlie the decrease in body weight and adiposity observed in these animals at weaning and during adulthood. Together, our results suggest that emulsifiers can influence the development of hypothalamic neurocircuits during early life in a similar fashion as variations in nutrients do, including glucose, lipids, and food additives [40–42].

Emerging evidence suggests, in both mice and humans, that low concentrations of dietary emulsifiers are sufficient to impact intestinal barrier function and to induce gut inflammation, thus increasing the incidence of intestinal diseases and metabolic syndrome [8,43–46]. The fact that emulsifiers can modulate the gut microbiome [8,47], perturbing its function and generating inflammation, could also contribute to the metabolic impairments and cognition deficits observed in male offspring. In this context, maternal consumption of P80 during gestation and lactation leads to gut dysbiosis and predisposes to colitis in the offspring [48]. Moreover, dysbiosis of the maternal gut microbiome during pregnancy has been shown to modulate fetal thalamocortical axonogenesis [49], disrupt brain function and behavior in the offspring [50–52]. Alterations in gut microbiome could also play a part in the anxiety-like traits we observed in both sexes since emulsifier consumption has been linked to anxiety-like behavior in mice [11]. These observations suggest that emulsifiers may also interfere with the development of other brain regions related with diverse behavioral processes.

Our results also indicated that maternal emulsifier consumption had a sex-specific effect in the offspring. Indeed, male offspring were more susceptible to metabolic and neuropsychological disruptions caused by maternal emulsifier consumption, providing additional evidence that males and females respond differently to a suboptimal maternal environment [21,53]. In addition, at a first glance, the combined exposure of emulsifiers and western diet during adulthood seems to alleviate female mice from the effects of energy-dense diets on glucose metabolism. This alteration, however, could be the consequence of impaired glucose absorption by the gut, increased glycosuria or defective nutrient transport throughout the intestinal cavity. The sex-related developmental mechanisms underlying these metabolic and cognitive sexual dimorphisms require further investigation.

The effects of emulsifier ingestion on maternal programming were stronger than those from exposure after weaning, agreeing with the idea that intrauterine and early postnatal life are critical developmental periods that, if disrupted, can have profound metabolic consequences in adulthood. Some of these effects (e.g., glucose tolerance, cognition) seemed to be slightly worsen upon prolonged exposure to emulsifiers (maternal plus after weaning treatments). Whether the alterations in offspring metabolic and neuropsychological health arise from disturbances induced by emulsifiers in the mothers before pregnancy onset or directly derive from effects during gestation and lactation could not be addressed in the present study. Follow-up studies analyzing the consequences of emulsifiers at each stage separately would be necessary. In addition, how long-term emulsifiers (mimicking persistent exposure to UPFs throughout life) affect female reproductive status, embryonic survival as well as maternal and offspring health outcomes demand further evaluation.

Previous studies have showed that consumption of CMC or P80 individually during adulthood was sufficient to induce metabolic alterations and microbiota dysbiosis in mice [8,11]. However, mice from control dams exposed to CMC+P80 did not show metabolic alterations under our experimental settings. This discrepancy with previous studies may be due to differences in the experimental protocol implemented, as our approach differed in the onset and length of treatment as well as in the combination of compounds. We combined these 2 broadly used emulsifiers in order to maximize their effects and mimic, to some extent, the presence of diverse emulsifiers in most contemporary processed food items. It is plausible that the mixture of CMC+P80 induces a milder (rather than an additive or synergistic) effect, but this requires further investigation.

Food packaging labels provide null or scarce information regarding the actual content of additives in UPFs. This greatly limits consumer knowledge regarding the levels eaten and our ability to avoid the ingestion of a large and diverse array of food additives [32,54]. Even food items that are perceived as “healthy,” such as vegan/vegetarian products, contain large amounts of additives (including emulsifiers) that per se could induce long-term metabolic impairments. In this regard, it is important to bring about greater societal consciousness that some apparently “healthy” industrial formulations might induce metabolic alterations to a similar extent as products usually considered “unhealthy.”

Collectively, our study showed that maternal consumption of emulsifiers commonly present in UPF items induced mild metabolic, cognitive, and psychological programming effects in the offspring in a sex-dependent manner. Our findings emphasize the importance of a healthy developmental environment during gestation and endorse the idea that the amount of UPFs consumed during gestation should be taken into serious consideration. We call for awareness of UPF intake during pregnancy and lactation to avoid potential detrimental effects on the metabolic and neuropsychiatric health of the progeny, thus building adequate nutritional habits for mothers and infants.

## Materials and methods

### Ethics statement

All animal procedures were performed according to the Spanish Policy for Animal Protection RD53/2013, which complies with the European Union Directive 2010/63 on the protection of animals used for experimental and other scientific purposes. The protocol was approved by the Animal Experimentation Ethics Committee from the University of Barcelona (protocol number: 00346–22) and performed by accredited personnel.

### Animal care, mouse lines, and diets

In-house bred C57BL/6 mice were maintained on a temperature-controlled, 12-h light/dark cycle with free access to standard chow diet (Teklad maintenance diet 14% protein; Envigo). In specific studies, western diet (40% kcal from fat and 43% kcal from carbohydrates; Research Diets) was provided ad libitum to the offspring for 11 weeks (starting at 10 weeks of age). The age and number of mice analyzed per experiment are detailed in the figure legends. All animal studies were performed with the approval of the University of Barcelona Ethics Committee, complying with current Catalan, Spanish and European legislation.

### Mouse breeding, offspring, and emulsifier treatment

Wild-type C57Bl/6 female mice of 6 to 7 weeks of age fed with standard diet were exposed to either drinking water without any supplement (maternal control) or supplemented with emulsifiers (maternal emulsifiers): sodium carboxymethyl cellulose (CMC; 41931, Sigma) and polysorbate 80 (P80; W291706, Sigma) (1% each in drinking water). These solutions were changed weekly. After 6 weeks of treatment, female mice were crossed with chow-fed wild-type C57Bl/6 male mice. Weight gain was measured weekly to confirm pregnancies. Litter size was adjusted (between postnatal day (P)5-P7) to 6–8 pups to ensure adequate and standardized nutrition until weaning. Dams were kept with their offspring until weaning at P21.

After weaning, the offspring were subdivided into control (drinking water without supplementation) and emulsifier group (CMC+P80; 1% in drinking water), ending up with 4 different conditions: maternal control—offspring control (CTRL–CTRL), maternal control—offspring emulsifiers (CTRL–Emul), maternal emulsifiers—offspring control (Emul–CTRL), and maternal emulsifiers—offspring emulsifiers (Emul–Emul).

This experimental plan has the advantage of clearly differentiating the effects of emulsifiers derived from maternal programming from post-weaning stages. This way, we offer a wider view of the impact of these food additives during different life periods on diverse health aspects. A limitation of this design is that we cannot rule out direct exposure of emulsifiers during perinatal life (P0-P21).

### Food and water intake measurements

For food and water intake studies, mice were singly housed and acclimatized for 1 week. Daily food intake (in grams) was manually measured for 5 consecutive days using a precision scale. Water intake (water or water supplemented with emulsifiers) was assessed by the total daily liquid intake (in mL) for 5 consecutive days.

### Offspring body length

Body length (in cm) was measured with a ruler from the nose to the base of the tail at weaning (P21) and adulthood. A total number of 4 control litters and 5 emulsifier-treated litters were used. The same cohorts were followed from weaning until adulthood.

### Physiological measurements

Body weights and gonadal fat pads were monitored using a precision scale. For metabolic studies, the same cohorts were followed from weaning until adulthood. A total number of 11 control litters and 10 emulsifier-treated litters were used for metabolic studies. For the glucose tolerance test (GTT), mice were intraperitoneally (IP) injected with a single bolus of D-glucose (2 g/kg) after 6 h (P21 animals) or overnight (adult mice) fasting. For insulin sensitivity tests, mice were IP injected with a single bolus of insulin (0.3 mU/kg during weaning, 0.4 mU/kg for adults on chow diet, 0.5 mU/kg for adults on western diet) after 6 h fasting. Blood glucose levels were measured using a glucometer (Nova Pro Biomedical) 0, 15, 30, 60, and 120 min after glucose/insulin administration. Plasma insulin and leptin levels were measured after 6 h of fasting using commercially available enzyme-linked immunosorbent assay (ELISA) kits (Crystal Chem).

### Leptin surge assay

Male and female offspring from control (*n* = 6) or emulsifier-treated (*n* = 9) dams were culled on P7, P10, P13, and P21, and trunk blood was collected. Leptin levels in the plasma were assayed using commercially available ELISA kits (Crystal Chem).

### Leptin sensitivity test

Mice were singly housed and acclimatized by subjecting them to handling and sham injections for 1 week prior to study. Leptin tests were conducted in a crossover fashion. Twelve-week-old mice from each experimental group were IP injected with either 5 μg/g of mouse leptin (R&D Systems) or vehicle 1 h before lights out (7 PM). Food intake and body weights were recorded next morning (9 AM). A total number of 5 control litters and 4 emulsifier-treated litters were used.

### RNA preparation and sequencing

Total RNA samples from P21 male mice (4 control litters and 5 emulsifier-treated litters) were processed at the IDIBAPS genomics’ platform for Tapestation quality control and subsequent sequencing. All samples had an RNA integrity number (RIN) > 8. mRNA strand-specific RNA libraries were generated using 200 ng of total RNA using the Stranded mRNA Prep Ligation kit (Illumina) following the manufacturer’s instructions. Libraries were sequenced on an Illumina NextSeq2000 (Illumina) in paired-end mode with a read length of 2 × 50 bp. Around 40 million of paired-end reads were generated for each sample/condition.

### RNA sequencing analysis

FastQC analysis was used to assess the quality of sequence readings (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Transcript quantification for each sample was accomplished using Kallisto [55] on the mouse reference genome mm10. Only genes with a cpm >1 in at least 4 samples were considered. Limma package was used to perform differential gene expression analysis [56]. Genes with a fold change higher/lower than 1.5 and a *p*-value less than 0.05 were considered significant. Pathway enrichment analysis on differentially expressed genes was performed on g:Profiler [57]. Cytoscape was used to create enrichment maps [58].

### Quantitative polymerase chain reaction (qPCR)

MBH samples derived from 14 different litters (*n* = 7 litters/maternal treatment) were harvested, immediately frozen in liquid nitrogen, and stored at −80°C. Tissues were homogenized and total mRNA was isolated using Trizol (Invitrogen). RNA products were reverse transcribed using reagents from Applied Biosystems. Quantitative PCR was conducted using Premix Ex Taq master mix (Takara) in an ABI Prism 7900 HT system (Applied Biosystems). Taqman Gene Expression assay FAM/TAMRA probes (Applied Biosystems) used for qPCR analysis were: *Pomc* (Mm00435874_m1); *Cart* (Mm00489086_m1); *Agrp* (Mm00475829_g1); *Npy* (Mm00445771_m1); *Pcsk1* (Mm00479023_m1); *Mcr3* (Mm00434876_s1); and *Mcr4* (Mm00457483_s1). The expression level was normalized against the housekeeping gene *Gapdh* (Mm99999915_g1). Data were analyzed using the standard curve method.

### α-MSH and AgRP immunofluorescence

Three-week-old brains derived from 10 different litters (*n* = 5 litters/maternal treatment) were dissected and fixed in 4% paraformaldehyde overnight at 4°C. Cryoprotected 3-week-old brains were frozen in smashed dry ice and sectioned using a cryostat (Leica CM 1950). Selected 20 μm-thick sections (1 out of 4 sections) throughout the PVH were used. For α-MSH staining, sections were blocked with 2% donkey serum in KPBS + 0.4% Triton X-100 for 1 h and subsequently incubated with sheep anti-α-MSH (1:750; Millipore) in blocking solution overnight at 4°C. As secondary antibody, a donkey anti-sheep Alexa Fluor 488 or 594 (1:300; Life Technologies) in KPBS + 0.4% Triton X-100 was used (2 h at room temperature). For AgRP staining, sections were blocked with 2% chicken serum in KPBS + 0.4% Triton X-100 for 1 h and subsequently incubated with rabbit anti-AgRP (1:500; Phoenix Pharmaceuticals) in blocking solution for 48 h at 4°C. As secondary antibody, a chicken anti-rabbit Alexa Fluor 488 (1:300; Life Technologies) in KPBS + 0.4% Triton X-100 was used (2 h at room temperature).

### Fiber density quantitative analysis

For quantification of neuronal fiber density staining, images of 4 representative sections throughout the PVH (bregma between −0.59 mm and −1.23 mm) from each animal were acquired using an Olympus fluorescence microscope equipped with a 20× objective. α-MSH and AgRP fiber density analyses were performed in blind conditions using FIJI (ImageJ) Launcher based on previously published reports [26,39]. Briefly, each image was binarized to compensate for differences in fluorescence intensity, specified in a random 200 × 200 μm region and skeletonized, so that each fiber segment corresponded to 1 pixel thick. The integrated intensity was then measured for each image. The total density value was obtained by the sum of all image planes analyzed.

### General behavioral procedures

Mice were acclimatized to the behavioral room for 1 h before each test. The arena was cleaned with 70% ethanol before and after each trial. Light intensity was adapted to each task. During testing, the investigator remained outside the behavioral laboratory. A video camera, positioned directly above the arena, was used to record the behavior of each animal. Videos were recorded on a computer and analyzed with a dedicated behavioral video-tracking software (SMART v3.0, Panlab). For chow studies, a total number of 6 control and 4 emulsifiers-treated litters were used. During western diet exposure, a total of 5 controls and 3 emulsifiers-treated litters were used.

### Open field test

The open field test is generally used for measuring the exploratory behavior and general activity of animals. Our protocol was based on former studies [59]. Mice were placed in the center of a dark methacrylate arena (35 × 35 × 35 cm) and allowed to freely explore it for 15 min. Light was set at low intensity (<30 lux) to avoid stress. Total distance and time spent in the corner and center of the arena were scored using SMART v3.0 software (Panlab).

### Dark-light box test

The dark-light box test assesses anxiety-like behavior. This paradigm takes advantage of the aversion of rodents to brightly illuminated areas. Our protocol was based on a previous report by Fan and colleagues [59]. The test apparatus comprised a methacrylate arena (35 × 35 × 35 cm) divided into a small dark (safe) compartment and a large strongly illuminated (200 lux; aversive) compartment. The 2 compartments were connected. Mice were positioned in the dark chamber and allowed to freely explore the 2 compartments for 5 min. Video-tracking data was analyzed to measure the time spent in each chamber and the latency to enter the illuminated area using SMART v3.0 software (Panlab).

### Novel object recognition test (NORT)

NORT is a widely validated task to evaluate recognition memory. Our protocol was based on previous reports [60]. The test was conducted in a methacrylate arena (35 × 35 × 35 cm) with low-intensity light (20 lux) environment. NORT comprises 3 phases: habituation, training, and test. During habituation (days 1 to 3), mice were allowed to freely explore the arena for 10 min. In the training period (day 4), mice were allowed to explore 2 equidistantly spaced identical objects (in the arena) for 10 min and returned to their home cages afterward. The test phase was conducted 2 h after the training phase. In this stage, one of the objects was replaced by a new one (novel object). Mice were allowed to explore the objects for 10 min. The position of the 2 items was constant across sessions. Discrimination indices were calculated as: (Time exploring novel object–Time exploring familiar object)/(Time exploring novel object + Time exploring familiar object). We also scored total exploration time (Time exploring novel object + Time exploring familiar object) and total distance traveled. Mice that exhibited freezing behavior or <5 s of exploration behavior were excluded from the analyses. Trials were video recorded and analyzed offline in a blind manner using SMART v3.0 software (Panlab). Total distance was automatically scored by the software.

### Statistical analysis

Data were expressed as mean ± SEM. Statistical analyses were performed using GraphPad Prism software (version 8.0). For dams’ experiments and offspring’s characterization at weaning (two-group one-factor comparisons) statistical analysis using a two-tailed unpaired Student’s *t* test was performed. For all adulthood studies, in order to take into account the effect of maternal programming (2 factors-1 dependent variable), statistical analysis was performed using two-way ANOVA followed by Sidak’s post hoc test. *p* < 0.05 was considered statistically significant. Symbols used were: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Statistical parameters can be found in the figures and their legends.

## Supporting information

S1 Table List of differentially expressed genes (DEGs) and gene ontology (GO) enriched pathway analysis of the down–regulated genes obtained from RNA sequencing of P21 male offspring from control and emulsifiers–treated dams. (XLSX) Click here for additional data file.

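S1 Table has a gene sheet and an enrichment sheet. The gene sheet gives the output of limma for each gene, with the log2 fold change of Emul over CTRL, a p-value and an adjusted p-value, and marks genes as up-regulated or down-regulated. In the rows used here, the paper marks 81 genes, 43 up-regulated and 38 down-regulated. The size of the log2 fold change among the marked genes starts at 0.65, and their adjusted p-values lie between 0.0575 and 0.380 in the paper's sheet. Another 28 genes in these rows change by more than 1.5-fold at a p-value under 0.05 and are not marked. The enrichment sheet lists, for each gene ontology or pathway term from g:Profiler, a p-value, an FDR and the down-regulated genes that belong to it. The p-value and the FDR are equal for all 77 terms.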

S1 Fig Emulsifiers induce mild maternal glucose intolerance. (**A**) Experimental design of maternal emulsifier consumption highlighting the period of maternal characterization. (**B**) Daily food intake of control and emulsifier–treated dams post–weaning (*n* = 6/group). (**C**) Body weight of control and emulsifier–treated dams post–weaning (*n* = 15 CTRL and *n* = 15 Emul). (**D**) gWAT weight normalized by total body weight and represented as % of control animals of control and emulsifier dams post–weaning (*n* = 15 CTRL and *n* = 15 Emul). (**E**) GTT and (**F**) AUC of control and emulsifier–treated dams post–weaning (*n* = 15 CTRL and *n* = 15 Emul). (**G**) Fasting blood glucose levels of control and emulsifier–treated dams post–weaning (*n* = 15 CTRL and *n* = 15 Emul). (**H**) Plasma leptin levels after 6 h of fasting of control and emulsifier–treated dams post–weaning (*n* = 6 CTRL and *n* = 7 Emul). (**I**) Plasma insulin levels after 6 h of fasting of control and emulsifier–treated dams post–weaning (*n* = 7 CTRL and *n* = 7 Emul). Data in **B**, **H**, and **I** are derived from 1 single experiment. Data in **C**, **D**, **E**, **F**, and **G** are pools from 2 different experiments. Data are expressed as mean ± SEM. Statistical analysis was performed with an unpaired *t* test in **B**, **C**, **D**, **F**, **G**, **H**, and **I** and by two–way ANOVA followed by Sidak’s post hoc analysis in **E**. *p < 0.05; **p < 0.01; ***p < 0.001. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759.
(TIF) Click here for additional data file.

S2 Fig (**A**) PCA plot showing the distribution of sequenced samples (*n* = 4 CTRL and *n* = 5 Emul). (**B**) Representative 20× images of POMC neurons in the ARC of control and emulsifiers–treated male offspring at P21. (**C**) Number of POMC neurons per section of control and emulsifier offspring at P21 (*n* = 3 mice/group). (**D**) POMC neuronal area of control and emulsifier offspring at P21 (*n* = 20 neurons per animal; 3 mice/group). Data are expressed as mean ± SEM. Statistical analysis was performed by *t* test. POMC: pro–opiomelanocortin; 3V: third ventricle; ns: non–significant. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759.
(TIF) Click here for additional data file.

S3 Fig Female offspring from emulsifier–treated dams do not present metabolic impairments. (**A**) Body weight at 10 weeks of age (*n* = 5 CTRL–CTRL; *n* = 6 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 6 Emul–Emul). (**B**) Body length at 10 weeks of age (*n* = 7 CTRL–CTRL; *n* = 9 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 8 Emul–Emul). (**C**) gWAT weight normalized by total body weight and represented as % of control animals at 10 weeks of age (*n* = 5 CTRL–CTRL; *n* = 6 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 6 Emul–Emul). (**D**) GTT and (**E**) AUC (*n* = 13 CTRL–CTRL; *n* = 14 CTRL–Emul; *n* = 15 Emul–CTRL; *n* = 15 Emul–Emul) at 10 weeks of age. (**F**) ITT and (**G**) AUC (*n* = 7 CTRL–CTRL; *n* = 10 CTRL–Emul; *n* = 14 Emul–CTRL; *n* = 12 Emul–Emul) at 10 weeks of age. (**H**) Six–hour fasting blood glucose levels at 10 weeks of age (*n* = 5 CTRL–CTRL; *n* = 6 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 6 Emul–Emul). (**I**) Plasma insulin levels after 6 h of fasting at 10 weeks of age (*n* = 4 CTRL–CTRL; *n* = 5 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 6 Emul–Emul). (**J**) Plasma leptin levels after 6 h of fasting at 10 weeks of age (*n* = 5 CTRL–CTRL; *n* = 5 CTRL–Emul; *n* = 7 Emul–CTRL; *n* = 6 Emul–Emul). Data in **A**, **B**, **C**, **H**, **I**, and **J** are derived from 1 single experiment. Data in **D**, **E**, **F**, and **G** are pools from 2 different experiments. Data are expressed as mean ± SEM. Statistical analysis was performed by two–way ANOVA followed by Sidak’s post hoc analysis. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759.
(TIF) Click here for additional data file.

S4 Fig Male offspring from emulsifier–treated dams respond normally to leptin. (**A**) Food intake of males at 20 weeks of age (*n* = 9 CTRL–CTRL; *n* = 9 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 5 Emul–Emul). (**B**) Food intake of females at 20 weeks of age (*n* = 9 CTRL–CTRL; *n* = 12 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 8 Emul–Emul). (**C**) Average overnight food intake of males after vehicle (Vh) (*n* = 8 CTRL–CTRL; *n* = 8 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul) or leptin (Lep) (*n* = 8 CTRL–CTRL; *n* = 8 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul) injection at 20 weeks of age. (**D**) Overnight body weight after vehicle (*n* = 8 CTRL–CTRL; *n* = 8 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul) or leptin (*n* = 8 CTRL–CTRL; *n* = 8 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul) injection in males at 20 weeks of age. Data in **A**, **B**, **C**, and **D** are pools from 2 different experiments. Data are expressed as mean ± SEM. Statistical analysis was performed by two–way ANOVA followed by Sidak’s post hoc analysis in **A**, **B**, and by *t* test in **C** and **D**. ns: not significant; *p < 0.05; **p < 0.01. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759.
(TIF) Click here for additional data file.

S5 Fig Maternal emulsifier consumption induces anxiety–related states in male offspring. (**A–D**) Open field performance in 9–week–old male (**A** and **B**) (*n* = 9 CTRL–CTRL; *n* = 9 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 6 Emul–Emul) and female (**C** and **D**) (*n* = 9 CTRL–CTRL; *n* = 8 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul) offspring born of control and emulsifier–exposed mothers, including time spent per zone (**A** and **C**) and total distance traveled (**B** and **D**). (**E, F**) Time spent in the light compartment during the dark–light box test in 9–week–old male (**E**) (*n* = 9 CTRL–CTRL; *n* = 9 CTRL–Emul; *n* = 6 Emul–CTRL; *n* = 6 Emul–Emul) and female (**F**) (*n* = 9 CTRL–CTRL; *n* = 8 CTRL–Emul; *n* = 5 Emul–CTRL; *n* = 5 Emul–Emul) offspring born of control and emulsifier–exposed mothers. (**G–J**) Short–term memory parameters in 10–week–old male (**G** and **H**) (*n* = 9 CTRL–CTRL; *n* = 9 CTRL–Emul; *n* = 4 Emul–CTRL; *n* = 6 Emul–Emul) and female (**I** and **J**) (*n* = 7 CTRL–CTRL; *n* = 7 CTRL–Emul; *n* = 3 Emul–CTRL; *n* = 4 Emul–Emul) offspring born of control and emulsifier–exposed mothers, including discrimination index (**G** and **I**) and exploratory time (**H** and **J**). Data are derived from 1 single experiment. Data are expressed as mean ± SEM. Statistical analysis was performed by two–way ANOVA followed by Sidak’s post hoc analysis. *p < 0.05. The data underlying this figure can be found at DOI:10.6084/m9.figshare.22742759.
(TIF) Click here for additional data file.

## Abbreviations

AgRP: agouti-related peptide
AUC: area under the curve
CMC: carboxymethyl cellulose
DEG: differentially expressed gene
FAO: Food and Agriculture Organization
GTT: glucose tolerance test
gWAT: gonadal white adipose tissue
IP: intraperitoneally
MBH: mediobasal hypothalamus
NORT: novel object recognition test
P80: polysorbate 80
PCA: principal component analysis
POMC: pro-opiomelanocortin
PVH: paraventricular nucleus of the hypothalamus
qPCR: quantitative polymerase chain reaction
RIN: RNA integrity number
T2D: type 2 diabetes
UPF: ultra-processed food
WD: western-style diet
WHO: World Health Organization

How the deposited data were processed for this re-analysis (not part of the article)

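RNA from the mediobasal hypothalamus of male mice at P21 was sequenced by the authors in 9 libraries, 4 from control litters (CTRL) and 5 from litters of dams given emulsifiers (Emul). The number of animals is not stated. The authors ran kallisto on the mouse reference mm10 and deposited, for each library, kallisto's estimated counts and TPM values for 119414 transcripts. These estimated counts are not normalized and need not be whole numbers. The authors also deposited a table of log2 CPM values for 14593 rows of gene symbols, of which 1 has no gene name and was not used. That table is on a log2 scale already, so no pseudocount was added to it. How transcripts were summarised to genes for the table, the version of kallisto and the Ensembl release are not given in the paper's text. The conditions and replicate numbers were taken from the sample labels and match the numbers of litters in the methods. No batch, date or lane of the libraries is given there, so none was modelled.

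Transcripts were matched to genes by their Ensembl identifiers in the GENCODE M21 annotation of mm10. Of all transcripts, 97.8% matched a gene, and 97.3% did so with the same version number. The 1.20% to 1.27% of counts on unmatched transcripts were left out of library sizes and tests. Coordinates are those of that annotation. Estimated counts were summed per gene, and rounded to whole numbers for edgeR and DESeq2 only. Genes with a CPM above 1 in at least 4 libraries were kept, 15340 in all. Library sizes were scaled by TMM, and Emul was compared with CTRL by limma-voom (lmFit and eBayes) without covariates. Log2 CPM values of single libraries were made with a prior count of 2. The cutoff was an unadjusted p-value under 0.05 and a fold change above 1.5 (0.58 on the log2 scale), taken from the paper's methods. Adjusted p-values are from the Benjamini-Hochberg method over all genes tested.

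Single values per library were compared by a two-sided exact permutation test over all splits of the libraries into 4 and 5. For the PCA, the statistic was the share of the total sum of squares between the groups. The share of counts on the 13 mitochondrially encoded protein genes was computed from the estimated counts on genes. For 22 lists of marker and response genes, camera (inter-gene correlation 0.01) was run on the voom fit, with fry and an estimated correlation as alternatives, and the mean log2 CPM of each list was compared by the exact test. The lists were written before the data were examined but after S1 Table had been read, so some of their members were known to differ. The tests, the main settings, the rule for naming genes and most alternatives were also set then. The genes named are those in the paper's text, those in the enrichment sheet of S1 Table, the 5 largest rises and the 5 largest falls past the cutoff without overlap between the groups, the 10 genes with the smallest adjusted p-values, 5 genes that mark sex, and members of the lists reported. Xist is among the genes that mark sex but has no transcript among those quantified. Chosen later, with values in view, were the 10 genes with the largest marked changes in S1 Table, mt-Nd1, mt-Co2, Fos, Mbp, Pmch, Lhx1, Vipr2 and Nms, which lists are reported in detail, and a list of 80 nuclear genes of the respiratory complexes. Elp6 and its resemblance to Bc1 were also examined only then.

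The alternatives were edgeR's quasi-likelihood test, DESeq2, limma-trend, sample quality weights, median-of-ratios size factors, library size alone, mitochondrial genes left out, 2 other filters on low counts, gene counts scaled from TPM by length (lengthScaledTPM), the authors' log2 CPM table, primary chromosomes only, the replicate number as a block, other thresholds, and each library left out in turn. A pseudocount of 0.1 was foreseen for a table on a linear scale and was not run. Added after seeing the data were transcripts with Ensembl numbers under 195750, alone and with lengthScaledTPM, the latter also with a log2 cutoff of 0.65, removal of each library's trend with GC content or with transcript length, and thinning of all libraries to the lowest total of 28245360. GC content was known for 99.9% of the genes tested. Trends were fitted by lowess with a span of 0.3.

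Between 28245360 and 46067534 estimated counts per library leave little counting error for most genes, so the spread between libraries sets the precision. Genes near the filter, such as the pseudogene Gm10146 with 0 to 83 counts, are exceptions. The tests were checked on simulated counts for 15243 genes with the means and library sizes of these libraries, of which 200 were changed. At an adjusted p-value under 0.05, limma-voom recovered 94.0% of the changed genes with 4.57% false calls, edgeR 95.5% with 4.02%, limma-trend 94.5% with 4.55%, and DESeq2 95.0% with 15.2%. The changed genes had a median log2 fold change of 0.997 in size in limma-voom. In the real data, the largest at an adjusted p-value under 0.05 was 0.78, so recovery of changes that small was not tested. In the same simulation, camera recovered the 1 list that had been shifted and called 0 of the others. The simulated genes were drawn independently, so this check does not cover lists whose genes vary together. The PCA statistic was checked on 2000 simulated genes, with an exact p-value of 0.0079 when 200 of them were shifted and 0.82 when none was. In the counts of other groupings, 100 of the possible splits were drawn, the real one included. Analyses used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. No enrichment analysis was rerun, and the qPCR, staining and metabolic data of the paper were not analysed here.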

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

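The tests of the number of far libraries and of the CTRL library with the lowest total, and the value that weighs the mitochondrial share against single genes, were chosen only after the result was seen. The PCA, the list means and the gene differences had been looked at when the remaining tests were written, but the values of those tests had not been computed.

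In 4 groups, 1 library lay far from the others. The gap to its nearest neighbour, divided by the range of the group, exceeded Dixon's critical value (0.829 for 4 libraries and 0.71 for 5). On PC1, CTRL 3 lay at 21.8 and the other CTRL libraries between 4.29 and 6.77, a ratio of 0.858. For Rarb, Emul 2 had the highest log2 CPM and the other Emul libraries lay between 1.57 and 1.61, a ratio of 0.760. For Lhx1, Emul 5 lay at a log2 CPM of 3.91 and the other Emul libraries between 3.67 and 3.72, a ratio of 0.797. For the mean of the 7 feeding genes measured in Fig 3C, Emul 5 lay at 0.28 and the other Emul libraries between -0.12 and -0.03 relative to the mean of all libraries, a ratio of 0.776. In all, 184 groups of values were examined, many of them from overlapping genes, and 9.2 far libraries would be expected by chance. The 4 found are fewer than that and may be no more than chance, and no other explanation was tested for Rarb, Lhx1 and the feeding genes. CTRL 3 also had the lowest total of estimated counts. With every library thinned to that total, its ratio on PC1 was 0.778, under the critical value, yet the positions on PC1 correlated at 0.998 with those from all counts. A lower depth and a difference of that sample cannot be told apart here, since the ratio crossed its limit while the positions hardly moved.

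The paper's text does not discuss mitochondrial transcripts, although S1 Table holds values for them and marks mt-Co2 as up-regulated. The share of counts on the 13 mitochondrially encoded protein genes was 5.01% ± 0.463 (SD, n = 4) in CTRL and 6.22% ± 0.379 (SD, n = 5) in Emul, a difference of 1.21 percentage points. All 5 Emul libraries lay above all 4 CTRL libraries (exact permutation test, p = 0.0079, the smallest this design can give). All 13 genes were higher in Emul, under every scaling tried, with a mean log2 fold change of 0.42. Without mt-Co2, the mean was 0.39 (exact permutation test, p = 0.0079). The list had an adjusted p-value of 8.7e-18 in camera, of 0.048 in fry and of 0.41 with an estimated correlation, and the exact p-value adjusted over the 22 lists was 0.17, a value held up by the smallest p-value this design can give. RNA degradation could produce a trend with transcript length, but the mean was 0.370 with each library's length trend removed, which argues against such a trend as the whole cause. With the GC trend removed it was 0.380, which argues against GC content in the same way. CTRL 3, with the lowest total, also had the lowest share, but without it the shares still differed (exact permutation test, p = 0.0179, the smallest possible with 3 against 5). More mitochondria per cell stay open. The 80 nuclear genes of the respiratory complexes had a mean log2 fold change of 0.0665, with 12 of them lower in Emul (exact permutation test, p = 0.32). The difference in their list mean was 0.069. With 1 library left out, it ranged from 0.022 without Emul 2, which lay highest, to 0.098 without Emul 3. Without CTRL 3, which lay lowest, it was 0.040. So small and uneven a difference means that more mitochondria and no more mitochondria cannot be told apart. An effect of the dams' treatment, a difference in cell composition and a difference in handling between litters were not tested and also stay open.

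At an adjusted p-value under 0.05 in limma, 17 of the 18 genes changed by less than 1.5-fold and so lie outside the cutoff of the paper. In 100 splits of the libraries into 4 and 5, the real one included, only 1, the real one, gave as many as 18 such genes, and the others gave at most 3 (median 0). Likewise only 1 split, again the real one, gave as many as 72 genes past the cutoff (median of the others 32, highest 65), and only 1 as many as 2428 genes at an unadjusted p-value under 0.05 (median 619, highest 1886). With the GC trend of each library removed, 11 of the 18 genes kept an adjusted p-value under 0.05. With the length trend removed 13 did, and with libraries thinned to the lowest total 12 did. Under each of these 3 settings all 18 kept an unadjusted p-value under 0.05, and their highest adjusted p-values were 0.107, 0.0708 and 0.0760. These values argue against GC content, transcript length and depth as the whole cause. The larger mitochondrial share in Emul might lower all other genes, but it gives them a log2 fold change of only -0.018, against 0.195 for the smallest of the 18 in size. A criterion written earlier for that explanation was nevertheless met. With mitochondrial genes left out, only 6 of the 15 nuclear genes kept an adjusted p-value under 0.05, although all 15 kept an unadjusted one under 0.05 (highest adjusted p = 0.059) and the median ratio of their log2 fold changes to the original ones was 0.99. An effect of the treatment and a difference between litters stay open. So do a difference in the tissue dissected and a difference in cell composition, which were not tested for these genes. The number of such genes was 0 without CTRL 2 (2081 at an unadjusted p-value under 0.05) and 24 without Emul 4.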

How the results depend on the processing

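The settings with transcripts under Ensembl number 195750, with GC or length trends removed and with libraries thinned were chosen only after the result was seen, and the other settings were not. The cause of a change was not tested unless it is named.

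The 72 genes past the cutoff became 687 without a filter on low counts, where 27343 genes were tested, 112 with transcripts under the number limit and lengthScaledTPM, and 1 (Gm9747) with an adjusted in place of an unadjusted p-value. A log2 cutoff of 0.65 left 52. Other settings gave between 57 with DESeq2 and 100 with the authors' gene table, of which 45 and 42 were among the 72. Leaving out 1 library gave 48 (without Emul 3) to 95 (without Emul 4).

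The 18 genes at an adjusted p-value under 0.05 became 32 with edgeR, 36 with quality weights, 60 with library size alone and 310 with DESeq2, whose self-test gave 15.2% false calls. The original 18 were among the genes called in each of these 4 settings. There were 10 with median-of-ratios size factors, 8 with limma-trend, 6 with mitochondrial genes left out, 6 with lengthScaledTPM, 5 without a filter, 5 with the authors' gene table, 10 with transcripts under the number limit, 5 with these and lengthScaledTPM, and 11 with the GC trend removed. An adjusted p-value under 0.10 gave 61, by construction. The filter on 10 counts gave 25, primary chromosomes 18, the length trend removed 15 and thinning 14. Lower genes outnumbered higher ones among the 18 (15 and 3), with edgeR (28 and 4) and with DESeq2 (183 and 127). Higher genes outnumbered lower ones with lengthScaledTPM (5 and 1) and in the authors' gene table (4 and 1). With the GC trend removed, all 11 were lower, so the 3 mitochondrial genes were not called there. Leaving out 1 library gave 0 (without CTRL 2, with 2081 at an unadjusted p-value under 0.05) to 24 (without Emul 4).

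The share of the sum of squares between the groups, 17.5% (exact permutation test, p = 0.016), was 15.7% (p = 0.10) over the 500 most variable genes and 14.6% (p = 0.079) in the authors' gene table. It ranged from 17.9% to 21.2% with 1 library left out, where the exact p-value was 0.071 without CTRL 3, 0.054 without CTRL 4, 0.057 without Emul 3 and 0.057 without Emul 5. The p-value stayed under 0.05 with genes scaled to unit variance, mitochondrial genes left out, library size alone and thinning. The difference in mitochondrial share, 1.21 percentage points, ranged from 1.04 to 1.38 with 1 library left out and was 3.76 in TPM.

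Among the 7 feeding genes, 0 had an unadjusted p-value under 0.05. With edgeR there was 1 (Npy), and with 1 library left out there were 0 to 1 (Pomc without CTRL 1, Npy without Emul 4). Of the 22 gene lists, 8 passed camera, 1 passed fry and 0 passed camera with an estimated correlation. The 1 in fry, the mitochondrial genes, is the only call of the 8 that holds there.

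For single genes, 1767 values under other settings were compared over 66 genes. Of these, 1636 kept direction and call, 26 lost the call (8 with 1 library left out), 43 gained it (5 with 1 library left out) and 62 changed sign (26 with 1 library left out). Of the sign changes, 13 in 5 genes had an unadjusted p-value under 0.05. All 13 lie in Morc3, Rarb, Clasrp, Ogdhl and Hspa2 and come from the settings that leave out transcripts or use the authors' gene table. Log2 fold changes in the table, with transcripts under the number limit, and with these and lengthScaledTPM were -2.39, -2.48 and -2.48 for Morc3, -0.76, -0.77 and -0.77 for Rarb, 2.46, 3.16 and 3.15 for Clasrp, 2.50, 3.00 and 3.00 for Ogdhl, and 1.93, 2.95 and 2.94 for Hspa2. For Uty they were 0.0041 in the table and 0.0071 in the last setting. With lengthScaledTPM over all transcripts, Morc3 was at -0.085, Pck2 at 0.094, Pcsk1 at -0.00012 and Uty at 0.0061. With library size alone, which shifts the median gene to -0.029, Pcsk1 was at -0.017, Morc3 at -0.0095 and Rarb at -0.026. Rarb was at -0.0079 with edgeR and at -0.0067 with DESeq2, and with quality weights Pcsk1 was at -0.0029 and Vipr2 at 0.033. With the GC trend removed, Pcsk1 was at -0.0072 and Syt17 at 0.0026. With thinning, Rbm7 was at 0.011, Slc37a4 at 0.0013 and Syt17 at 0.0093.

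With 1 library left out, log2 fold changes ranged from -0.040 to 0.043 for Pcsk1, -0.13 to 0.031 for Mc3r, -0.10 to 0.014 for Espl1, -0.0026 to 0.051 for Morc3, -0.059 to 0.011 for Pck2, -0.11 to 0.087 for Rarb, -0.027 to 0.025 for Rbm7, -0.055 to 0.014 for Slc37a4, -0.031 to 0.011 for Syt17, -0.15 to 0.014 for Lhx1, -0.17 to 0.058 for Vipr2, -0.0079 to 0.099 for Kdm5d and -0.056 to 0.0085 for 4833420G17Rik.

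Libraries of both groups carry the numbers 1 to 4. The deviations of same-numbered libraries from their group means correlated at -0.16, -0.015, 0.021 and -0.055, so the numbers do not pair the libraries. No CTRL library shares the number of Emul 5, so a block on the replicate number takes Emul 5 out of the comparison. With the replicate number as a block, 73 genes passed the cutoff (52 higher and 21 lower, 41 of them among the 72), 1 gene had an adjusted p-value under 0.05, Pomc was the 1 feeding gene with an unadjusted p-value under 0.05, and Pcsk1 was at -0.040, Espl1 at 0.021 and Syt17 at 0.0096. A pseudocount of 0.1 was not run, since the authors' gene table is on a log2 scale. Adam32, Llgl2 and Nms did not pass the filter over all transcripts, and the annotation used has no gene of the name Gm21598. Depth limits genes near the filter, where a few counts set the fold change, such as Gm10146 with 0 to 83 counts.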

Differences from the paper's values

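The comparisons that leave out transcripts with Ensembl numbers of 195750 and above were chosen only after the result was seen. Of the genes the paper names, the genes with the largest or most significant changes and the members of the lists examined in detail, 80 have a log2 fold change in the rows of S1 Table used and over all transcripts. Of these, 21 differ by more than the larger standard error or in sign.

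Among genes that the paper marks as down-regulated, the paper's log2 fold change was -0.70 for Anpep, against -0.17 here (-0.096 without Emul 2), -0.93 for Dhx30 (here -0.021), -1.62 for Eed (here -0.73), -2.95 for Espl1 (here -0.039), -0.92 for Gal (here -0.091) and -2.48 for Morc3 (here 0.020). It was -1.16 for Nr4a1 (here -0.69), -2.97 for Pck2 (here -0.023), -0.74 for Rad54b (here -0.29), -0.77 for Rarb (here 0.0045) and -0.84 for Rbm7 (here -0.0057). The paper gives -1.32 for Slc37a4 (here -0.022), -1.05 for Syt17 (here -0.0058), -0.68 for Thap2 (here -0.24), -0.81 for Zfp598 (here -0.13) and -3.24 for 4833420G17Rik (here -0.030). Among genes that the paper marks as up-regulated, it gives 3.15 for Clasrp, 3.00 for Ogdhl and 2.94 for Hspa2, which here were at -0.13, -0.057 and -0.25. For 2 genes that the paper does not mark, the paper gives -0.23 for Lhx1 and -0.48 for Vipr2, which here were at -0.066 and -0.025.

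Of the alternatives set before the data were examined, the authors' gene table with limma-trend brought all 21 genes within the larger standard error of the paper's value. There, the log2 fold changes were -0.69 for Anpep, -0.95 for Dhx30, -1.57 for Eed, -2.23 for Espl1, -0.86 for Gal, -2.39 for Morc3, -1.19 for Nr4a1, -2.25 for Pck2, -0.71 for Rad54b, -0.76 for Rarb, -0.86 for Rbm7, -1.28 for Slc37a4, -1.03 for Syt17, -0.70 for Thap2, -0.78 for Zfp598, 2.46 for Clasrp, 2.50 for Ogdhl, 1.93 for Hspa2, -2.88 for 4833420G17Rik, -0.24 for Lhx1 and -0.51 for Vipr2. With lengthScaledTPM over all transcripts, this held for Anpep (-0.67), Rad54b (-0.74), Lhx1 (-0.23) and Vipr2 (-0.48) alone, and without Emul 1 for Nr4a1 alone (-0.81). No other alternative set before the data were examined closed the gap for any of the 21 genes. Transcripts under the number limit, a setting chosen after seeing the values, closed it for 16 genes, all but Anpep, Dhx30, Rad54b, Lhx1 and Vipr2. Among the 16, Eed went past the paper's -1.62 to -2.39 and counts only because that lies within the larger standard error. The same limit with lengthScaledTPM, also chosen after seeing the values, closed it for 20 genes, all but Dhx30 at -0.48. Adam32, Llgl2 and Nms did not pass the filter over all transcripts, and the annotation used has no gene of the name Gm21598. The paper gives -1.0 for Adam32, -0.80 for Llgl2, -0.69 for Nms and -2.59 for Gm21598. With the filter on 10 counts, Adam32, Llgl2 and Nms were at -0.33, -0.50 and -0.83, and without a filter at -0.34, -0.50 and -0.82. The authors' gene table gave -0.93, -0.74, -0.68 and -2.55 for the 4 genes, lengthScaledTPM gave -0.80 for Llgl2, and the number limit with lengthScaledTPM, chosen after seeing the values, gave -1.0 for Adam32, -0.80 for Llgl2 and -0.69 for Nms.

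Of the genes named by the enrichment sheet of S1 Table or with the 10 largest marked changes in the rows used, 21 did not pass the cutoff here. The authors' gene table called 17 of them. With lengthScaledTPM, 4 were called (Anpep, Llgl2, Pla2g4b and Rad54b). Pla2g4b was also called with library size alone and without CTRL 1, CTRL 4, Emul 1 or Emul 2. Chosen after seeing the values, transcripts under the number limit called 14 and the same with lengthScaledTPM called 19. None of the 21 was called with the other settings. The numbers of genes in the paper, 83 in all with 45 up-regulated and 38 down-regulated, stand beside 72, 38 and 34 here, within 1.5 times of each other. There were 83 genes past the cutoff without Emul 1 (42 higher and 41 lower), 46 higher but 23 lower with edgeR, and 38 lower but 50 higher without CTRL 4. With thinning, chosen after seeing the values, 38 were lower and 49 higher. The number limit with lengthScaledTPM and a log2 cutoff of 0.65, chosen after seeing the values, gave 85 genes with 47 higher and 38 lower.

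The legend of Fig 3A states that the genes passed the threshold at the FDR, and here 1 gene did so with a change of more than 1.5-fold. That number was 17 with DESeq2, 5 each with edgeR, quality weights and library size alone, 3 with the filter on 10 counts, and 1 each with lengthScaledTPM, the authors' gene table and primary chromosomes. It was 0 with limma-trend, median-of-ratios size factors, mitochondrial genes left out and no filter. With 1 library left out it was 3 without Emul 2 or Emul 4 and 0 in the other 7 cases. Of the settings chosen after seeing the values, it was 2 with the length trend removed, 1 with the GC trend removed, and 0 with thinning and both number-limit settings. In the settings with 0, between 48 and 687 genes passed the cutoff at an unadjusted p-value. The paper describes 2 distinct clusters in the PCA. Here the groups did not overlap on PC1, but only 6 of 9 libraries had a library of their own group as the most similar one. By qPCR, the paper reports lower Pomc and Cart expression in male offspring. The methods give 7 litters per maternal treatment for that assay. The legend gives n = 4 CTRL and n = 5 Emul for males, without saying what these count. These are also the numbers of libraries sequenced, but it is not stated whether the samples are the same. In RNAseq, the ratio of Emul to CTRL was 0.854 for Pomc (95% confidence interval 0.676 to 1.08, adjusted p = 0.50 from limma) and 0.932 for Cartpt (0.829 to 1.05, adjusted p = 0.55), both in the paper's direction. Without CTRL 4, their log2 fold changes of -0.23 and -0.10 were -0.047 and -0.024. Pomc had an unadjusted p-value under 0.05 without CTRL 1 and with the replicate number as a block, and Cartpt had none in the settings run. That block takes Emul 5 out of the comparison, since no CTRL library carries its number, and Emul 5 had the highest Pomc in Emul.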

Other observations

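The tests of the transcripts left out, of Elp6 and Bc1, of Vip and Hcrt with their neighbours, of oligodendrocyte against arcuate genes, and of the glucocorticoid list were chosen only after the result was seen. All correlations are over the 9 libraries.

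Many genes that change by more than 1.5-fold in the authors' gene table change little over all transcripts. A candidate explanation is that the table leaves out transcripts with high Ensembl numbers. The limit was searched stepwise for the best match to the table and lies at 195750. Over transcripts under it, with lengthScaledTPM, 13859 of 13985 genes (99.1%) matched the table to within 0.1 on the log2 scale in all libraries, after removal of each library's median difference. Summed counts under the limit matched for 67.7%, and all transcripts for 72.9% with lengthScaledTPM and 47.8% summed. Transcripts at or above the limit were 27.9% of those quantified, held between 8.50% and 9.26% of the counts in a library, and held more than 90% of the counts of 1259 genes. For 1908 genes of S1 Table, the median size of the difference in log2 fold change was 9.0e-05 under the limit with lengthScaledTPM, against 0.057 over all transcripts (1860 genes). Of 100 genes past the cutoff in the authors' gene table, 87 passed it under the limit with lengthScaledTPM and 42 over all transcripts. Of the 58 that did not pass over all transcripts, 50 were tested there, and 23 had more than 50% of their counts on transcripts at or above the limit. Why the table might leave these transcripts out is not given and was not tested.

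Elp6 rose in Emul, and between 97.3% and 99.3% of its counts lay on 1 transcript of 717 nucleotides annotated as a retained intron. That transcript differed by 1.03 on the log2 scale (exact permutation test, p = 0.024), and the other 4 together by 0.0055 (p = 0.95). For the main transcript the groups overlapped, with CTRL 4 at a log2 CPM of 8.93 and Emul 5 at 8.89. Of the 138 31-mers of the non-coding RNA Bc1, 37 lie in the main transcript on the opposite strand and 0 in the other 4, and Bc1 has 0 transcripts among those quantified. Reads from Bc1 may therefore have been counted as Elp6. The strand setting of the quantification is not stated, and reads were not used here.

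Of the 22 lists, 8 had an adjusted p-value under 0.05 in camera, but 27 of 100 splits of the libraries, the real one included, gave as many (median of the others 6, highest 13), so the number of lists is no more than other groupings give. By the exact test, 3 lists had an unadjusted p-value under 0.05. After adjustment 0 did, but a single list at the smallest possible p-value would reach only 0.17 over 22 lists, so that count says little. Beside the mitochondrial genes, the mean log2 fold change was -0.30 for immediate early genes (camera adjusted p = 1.8e-07; exact p = 0.032), -0.26 for oligodendrocytes (1.3e-06; 0.079), 0.42 for the thalamus (2.6e-04; 0.12), 0.29 for interferon-induced genes (3.9e-04; 0.13), -0.28 for the suprachiasmatic nucleus (0.0093; 0.14), 0.50 for blood (0.024; 0.22) and -0.11 for astrocytes (0.046; 0.016). The lists with high or low single libraries were blood, whose difference in list means of 0.52 was 0.26 without CTRL 3, and the thalamus, whose difference of 0.43 was 0.26 without Emul 3. With 1 library left out, the adjusted p-value in camera rose to 0.05 or above for blood without CTRL 3, CTRL 4, Emul 2 or Emul 4 (0.20, 0.12, 0.076 and 0.14), for astrocytes without CTRL 3, CTRL 4, Emul 1, Emul 2 or Emul 4 (0.067 to 0.15), and for the suprachiasmatic nucleus without CTRL 1 (0.055). The directions of the 7 lists held for 21 of 26, 11 of 11, 9 of 9, 15 of 15, 11 of 11, 5 of 5 and 7 of 8 genes. Of the suprachiasmatic genes in the list, 4 are in another list, and none of the other 6 lists shares a gene. The remaining 14 lists had adjusted p-values in camera between 0.27 and 0.95.

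Immediate early genes were lower in Emul, with Fos at -0.69 (adjusted p = 0.17 from limma). S1 Table marks 5 of the 26 genes, and without them the mean was -0.20 with 16 of 21 lower (exact permutation test, p = 0.12). The list means lay between 0.07 and 0.32 in CTRL and at 0.02, 0.06, -0.04, -0.32 and -0.41 in Emul 1 to 5. Emul 4 and 5 thus lay farthest below CTRL, and Emul 1 to 3 lay below every CTRL library by less. Without Emul 4 or Emul 5, the difference in list means was -0.26 and -0.24 (exact permutation test, p = 0.029 for both). With 1 CTRL library left out, the exact p-value was between 0.054 and 0.11. With the GC trend removed the mean was -0.283, and with the length trend removed -0.294, which argues against either as the whole cause. Between 21 and 23 genes were lower under each scaling tried. Less suprachiasmatic tissue in Emul might lower these genes too. With the suprachiasmatic list as a covariate, the difference was -0.290 (SE 0.153), against -0.31 without it, and this cannot be told apart because the SE is large. Arousal or handling before dissection, the time of day and an effect of the treatment were not tested and stay open.

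Vip followed the mean of the 10 other markers of the suprachiasmatic nucleus (r = 0.927, permutation p = 9.1e-05; rho = 0.967, p = 1.7e-04). After adjustment for the 2 genes tested in this way the p-values were 1.8e-04 and 3.3e-04, and without the 2 farthest libraries r was 0.852. The markers without Vip differed by -0.17 between the groups (exact permutation test, p = 0.16). Less suprachiasmatic tissue in some Emul dissections is a candidate explanation, but a lower expression of all these markers cannot be told apart from it, since no independent measure of the tissue exists. For Hcrt and the mean of the 8 other markers of the lateral hypothalamus, r was 0.493 (permutation p = 0.18, adjusted 0.18) and rho 0.617 (p = 0.086, adjusted 0.086), with r at 0.460 without the 2 farthest libraries. The mean of these markers differed by -0.016 (exact permutation test, p = 0.64), and by -0.032 to 0.0028 with 1 library left out. Among them, Pmch, singled out after its values were seen, had a log2 fold change of -0.32 (adjusted p = 0.19 from limma; exact permutation test, p = 0.048). It was lowest in Emul 3 and 5, at a log2 CPM of 7.90 and 7.83 against 8.38 to 8.52 in CTRL, and Hcrt was lowest in the same 2 libraries. With so few libraries, less lateral tissue and a lower expression of Hcrt cannot be told apart.

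All 11 oligodendrocyte genes were lower in Emul under every scaling tried, with Mbp at -0.29 (exact permutation test, p = 0.048). With the GC trend removed the mean was -0.254, which argues against GC content as the whole cause. Neighbouring tissue might dilute the mediobasal hypothalamus, which would lower its own markers as well. The 19 arcuate and ventromedial markers had a mean log2 fold change of 0.0030 (SD 0.167), but the oligodendrocyte mean relative to theirs differed by only -0.27 between the groups (exact permutation test, p = 0.16; -0.15 without Emul 5), so dilution cannot be told apart from fewer oligodendrocytes with these libraries. A difference in maturation or in the dissection of white matter was not tested.

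Higher glucocorticoid exposure of the Emul litters might raise the genes that glucocorticoids induce. The 15 genes tested had a mean log2 fold change of 0.13, with 10 higher (exact permutation test, p = 0.222). The difference in list means of 0.12 was 0.063 without CTRL 4 and 0.20 without CTRL 1, where the adjusted p-value in camera was 0.0069 against 0.27 over all libraries. S1 Table marks 2 of the list. These values cannot be told apart from no change, since the spread between libraries is of the same size.

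Of the feeding genes measured in Fig 3C, Agrp had a log2 fold change of 0.11 and Npy of 0.28 (unadjusted p = 0.069 from limma) in RNAseq, and Pcsk1, Mc3r and Mc4r of 0.01, -0.04 and -0.17. Without Emul 5, Npy was at 0.15 and Agrp at 0.0040, and without Emul 2, Mc4r was at -0.074. Pcsk1 and Mc3r changed sign with single libraries left out. Adjusted over the 7 genes alone, the p-values from limma lay between 0.47 and 0.81. The number of the 7 genes with an adjusted p-value under 0.05 was 0 either way, and 0 had an unadjusted one under 0.05.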
